# A novel prolixicin identified in common bed bugs with activity against both bacteria and parasites

**DOI:** 10.1038/s41598-024-64691-4

**Published:** 2024-06-15

**Authors:** Sanam Meraj, Arshvir Singh Dhari, Emerson Mohr, Carl Lowenberger, Gerhard Gries

**Keywords:** Bed bugs, Prolixicin, Glycine-rich antimicrobial peptides, Toll and IMD humoral innate immunity, *Trypanosoma cruzi*, Chagas disease, Biochemistry, Computational biology and bioinformatics, Drug discovery, Evolution, Genetics, Immunology, Microbiology, Molecular biology, Diseases, Medical research

## Abstract

The hematophagous common bed bug, *Cimex lectularius*, is not known to transmit human pathogens outside laboratory settings, having evolved various immune defense mechanisms including the expression of antimicrobial peptides (AMPs). We unveil three novel prolixicin AMPs in bed bugs, exhibiting strong homology to the prolixicin of kissing bugs, *Rhodnius prolixus,* and to diptericin/attacin AMPs. We demonstrate for the first time sex-specific and immune mode-specific upregulation of these prolixicins in immune organs, the midgut and rest of body, following injection and ingestion of Gr+ (*Bacillus subtilis*) and Gr– (*Escherichia coli*) bacteria. Synthetic CL-prolixicin2 significantly inhibited growth of *E. coli* strains and killed or impeded *Trypanosoma cruzi*, the Chagas disease agent. Our findings suggest that prolixicins are regulated by both IMD and Toll immune pathways, supporting cross-talk and blurred functional differentiation between major immune pathways. The efficacy of CL-prolixicin2 against *T. cruzi* underscores the potential of AMPs in Chagas disease management.

## Introduction

Antimicrobial peptides (AMPs) are essential components of immune defense mechanisms in insects, serving as important contributors to the coevolutionary race between insect hosts and pathogens^1–6^. AMPs contribute to the elimination of microbial pathogens and, together with physical and cellular immune responses, are vital components of the multi-faceted innate immune responses of insects^1–6^. Immune responses have three sequential stages: (1) recognition of non-self entities, (2) activation of signal transduction pathways, and (3) production of effector molecules that eliminate infectious agents. Activation of the immune system is dependent upon the fundamental ability to recognize non-self entities which, in turn, activates cellular and humoral responses in parallel^4,7–9^.

Recognition of non-self entities such as microbes entails interactions of peptidoglycan recognition proteins (PGRPs) and Gram-negative (Gr–) binding proteins (GNBPs) with microbial surface molecules^9–12^. Toll and IMD are two principle immune pathways that are triggered in response to bacterial infections, ultimately resulting in the expression of AMPs in multiple tissues. Initial studies in the vinegar fly *Drosophila melanogaster* suggested that the Toll pathway is activated by Gr+ bacteria and fungi, whereas the IMD pathway is activated by Gr– bacteria. We now know that there is significant plasticity and cross talk among multiple immune pathways, breaking the initial paradigm^13^. Ultimately, the activation of immune-related pathways induces the expression of various effector molecules including AMPs^14–17^. AMPs are synthesized mainly in the fat body and released into the hemolymph or gut lumen by gastrointestinal epithelial cells, but are also produced in the midgut, hemocytes, and other insect tissues and organs^16–19^.

The common bed bug, *Cimex lectularius* (CL), is a global blood-feeding pest that has plagued humanity for centuries^20–22^. The question whether bed bugs can transmit agents of human infectious diseases remains of great interest^22–25^. Many pathogens have been isolated from bed bugs^22,23, 25, 26^, and various parasites have been transmitted by bed bugs under laboratory conditions^23,27–29^. One such parasite is *Trypanosoma cruzi*, the etiological agent of Chagas disease, which causes premature heart failure of afflicted humans in the Americas. In field settings, however, bed bugs are not known to transmit *T. cruzi* or other pathogens. This is in contrast to many other hematophagous arthropods that serve as biological vectors for human and animal pathogens^22,23, 25^. It has been hypothesized that some components of the bed bugs’ innate immune responses, including AMPs, prevent the establishment and replication of pathogens and their transmission to new hosts. Moreover, since 2020, the World Health Organization has assigned key roles to AMPs in the fight against neglected tropical diseases, including Chagas disease^30,31^.

The bed bug genome reveals strong candidates for key components of the Toll, IMD, Jak/STAT, apoptosis, autophagy, and RNAi related immune pathways^20^. Interestingly, bed bugs, and many other hemimetabolous insects, have fewer components of the IMD pathway than holometabolous insects^20^. Similarly, only defensins—attacin/diptericin-like AMPs (containing a glycine-rich domain)—have been identified in the bed bug genome^20^. The bed bug's immune system is considered unique due to adaptations prompted by their distinct reproductive strategy, traumatic insemination, wherein males inject sperm directly into the female's body cavity, increasing infection risks^20,32–36^.

Prolixicin is a glycine-containing AMP that was identified first in the kissing bug *Rhodnius prolixus,* and has strong homology with members of the attacin/diptericin AMP superfamilies^16,37^. In contrast to other glycine-rich AMPs, prolixicin has a shorter and simpler amino acid structure, lacking the proline-rich sequence (P-domain) and containing only a signal and a glycine-rich moiety (G-domain) in its C-terminus^16,37^. Diptericins are glycine-rich peptides. It is hypothesized that a duplication event added a second glycine-rich domain to diptericins, resulting in the formation of attacins^38^. Attacins contain a signal peptide, a P-domain ending with a conserved R-X-(R/K)-R, an N-domain, and a C-domain which is also referred to as G1- or G2-domain^38^. In contrast to diptericins and attacins, prolixicins lack the conserved furin cleavage site in the canonical sequence R-X-(R/K)-R which causes the separation of the signal- and pro-peptide region, and the cleavage to release the mature/active peptide^16^.

AMPs have been described primarily with respect to their physical structure and the types of organisms they kill (bacteria, fungi, parasites)^1,18^. Mature proline- and glycine-rich AMPs, such as diptericins, are active predominantly against Gr– bacteria^17^, whereas prolixicins—like cecropins—are active against both Gr– and Gr+ bacteria^16^. The activity of attacins/diptericins is thought to be linked to specific chemo-physical properties (e.g., positive charge, abundance of hydrophobic residues) of certain sequence sections that may interact with the bacterial membrane and express antimicrobial activity^39^. Attacins have been shown to increase the permeability of the outer bacterial membrane of *Escherichia coli,* and to inhibit the synthesis of outer-membrane proteins^40^. The structural and chemical properties that contribute to AMP activity of glycine-rich peptides need to be investigated.

Here, we characterized two novel prolixicins in bed bugs (identified in a transcriptome of immunized bed bugs; SM unpubl.), and compared their molecular features, structural properties, and phylogenetic relatedness with those of other glycine-rich insect AMPs (e.g., diptericins, attacins). We studied the expression of prolixicins in the midgut and rest of body (RoB) in bed bugs after ingestion of bacteria-laced blood or injection of bacteria into the bed bugs’ hemocoel. Using comparative transcriptomics and quantitative real-time PCR (qPCR), we investigated the effects of bacterial type and mode of entry (ingestion *vs*. injection), as well as bed bug sex and tissue, on the up-regulation of these prolixicins in bed bugs. Finally, we tested synthetic CL-prolixicin2 for its antimicrobial and antiparasitic properties against a range of microbes and the Y strain of *T. cruzi* which had been isolated from patients with Chagas disease. Our study adds to current knowledge about the diversity of AMPs expressed in bed bugs, and it provides a foundation for further research on the humoral immunity of bed bugs in response to pathogenic and parasitic infections. Altogether, our data help explain why bed bugs do not transmit parasites and pathogens to their vertebrate hosts.

## Results

### Structural, functional and phylogenetic analyses of CL-prolixicins (Figs. 1, 2, 3)

**Figure 1:**
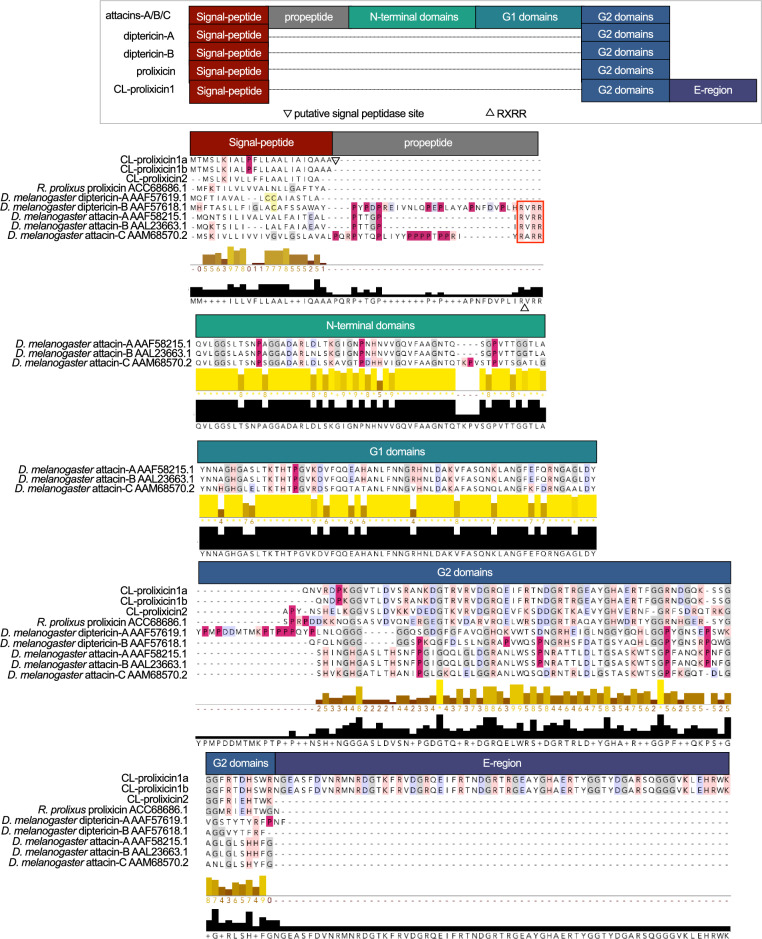
Comparison of structural features of glycine-rich peptides in bed bugs and other select insects. Sequences were aligned using both MUSCLE (multiple sequence comparison by log expectation; https://www.ebi.ac.uk/Tools/msa/muscle/) and multiple sequence alignment (MSA). Conserved prolines are crimson-highlighted, positively charged side groups (basic residues; lysine (K), arginine (R), histidine (H)) are red-highlighted, negatively charged side groups (acidic residues; glutamate (E), aspartate (D)) are blue-highlighted, and cysteines are yellow-highlighted. The predicted signal-peptide, pro-peptide, and mature-peptide regions are indicated in boxes above MSA, and the cleavage sites between these regions are indicated by upwards and downwards arrows, as indicated in the figure legend. Conserved glycines are grey-highlighted.

**Figure 2:**
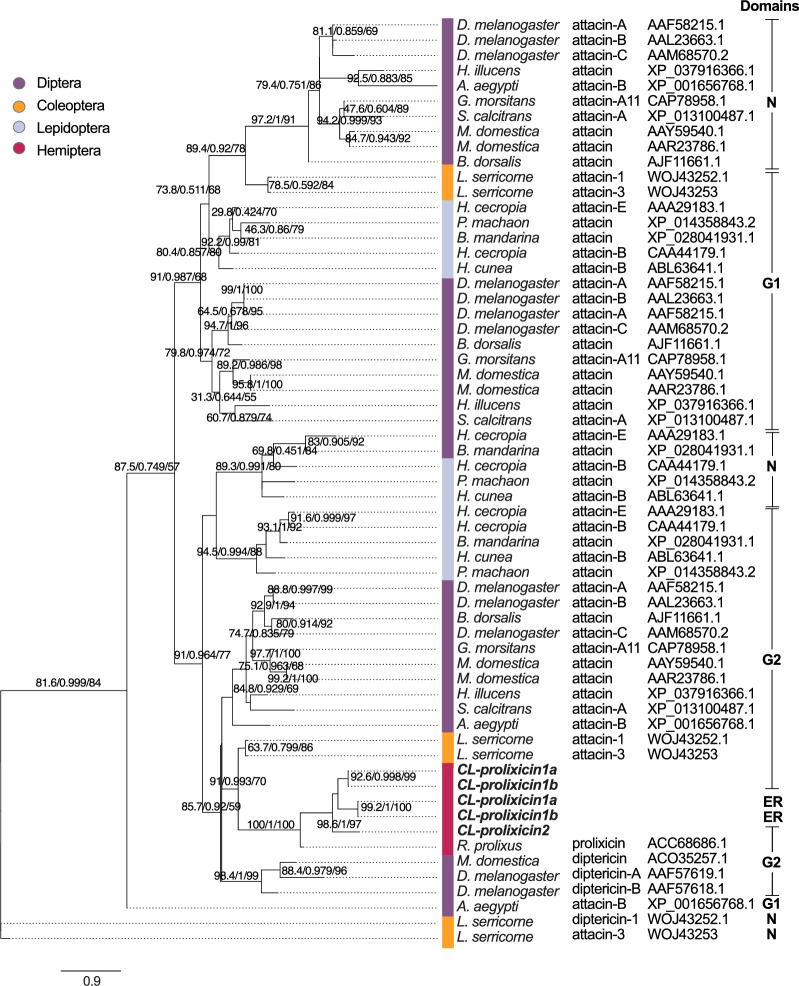
Phylogeny of domains of CL-prolixicins identified in bed bugs in comparison with glycine-rich antimicrobial peptides from other insect orders. The bed bug prolixicins are most closely aligned with the prolixicin of the kissing bug *Rhodnius prolixus*. Glycine-rich sequences were aligned with MUSCLE (https://www.ebi.ac.uk/Tools/msa/muscle/), and alignments were used to build phylogenetic trees using iqtree-2.0-rc2 with substitution models PMB + F + G4. The tree was finalized using FigTree software v. 1.4.4 (http://tree.bio.ed.ac.uk/software/figtree/). Phylogenetic testing included 10,000 replicates of Ultrafast bootstrap (UFBoot), Bayesian inference, and maximum likelihood analyses represented on each branch to provide support for tree branches. The tree scale indicates 0.9 substitutions per site, providing a measure of evolutionary distance.

**Figure 3:**
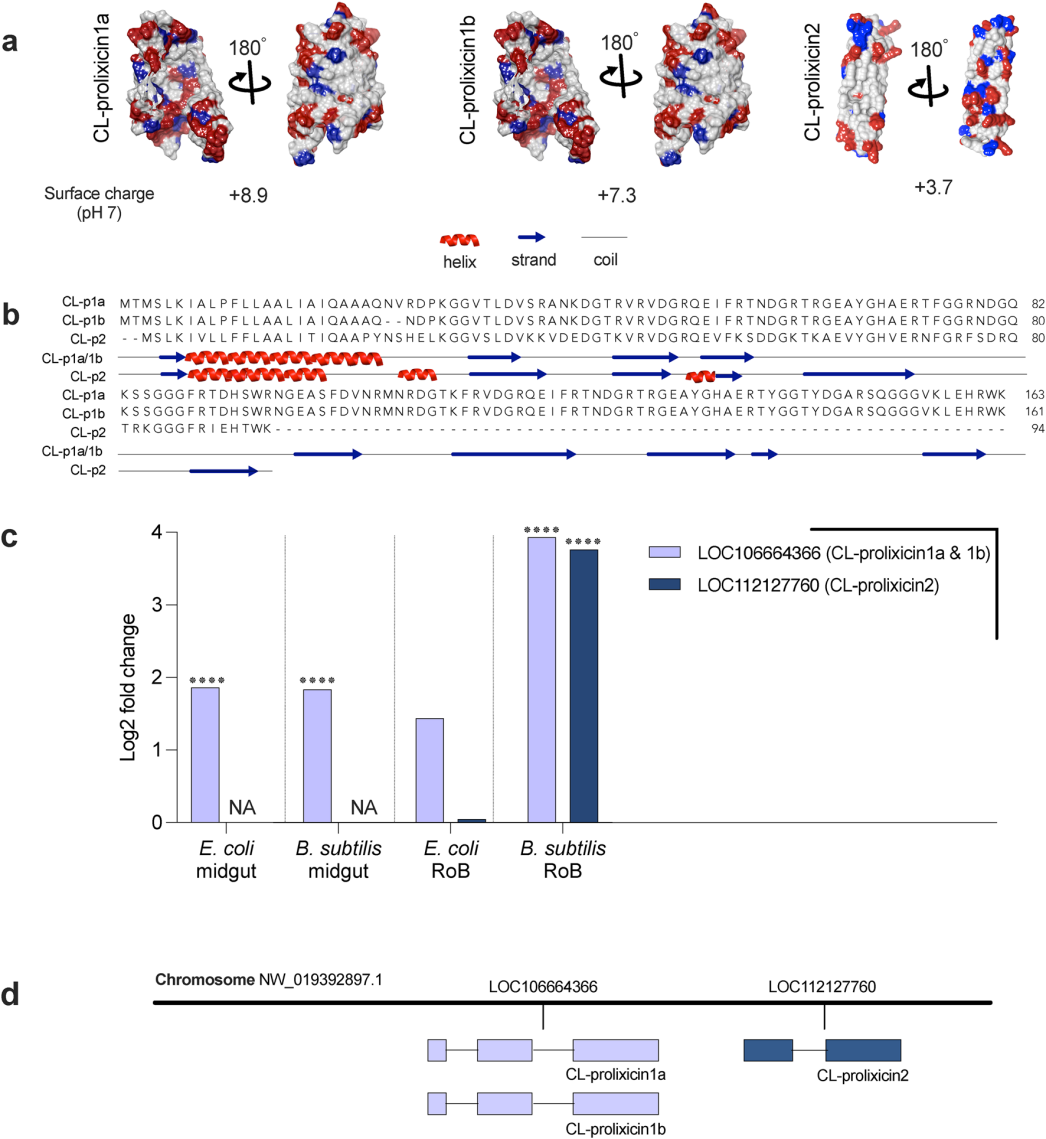
Comparative transcriptomics and structural analysis of the antimicrobial peptides CL-prolixicin1a & 1b and CL-prolixicin2 in bed bugs. (a) Predicted structures, structural surface characteristics, and pH of CL-prolixicin1a & 1b, and of CL-prolixicin2, using I-TASSER (Iterative Threading ASSEmbly Refinement), visualized using UCSF Chimera. Positively and negatively charged residues are indicated in blue and red, respectively. (b) Secondary structure prediction of the sequences of CL-prolixicin1a (CL-p1a) & 1b (CL-p1b), and of CL-prolixicin2 (CL-p2) predicted by I-TASSER. (c) Changes in gene expression in bed bug midgut and RoB tissues (rest of body containing bodies minus heads and midgut tissues) were quantified after bed bugs ingested sterile blood or blood infected with the Gram-positive bacterium *Bacillus subtilis* or the Gram-negative bacterium *Escherichia coli*. The Wald test was used to generate p-values and Log2 fold changes. An asterisk indicates statistically significant changes in gene expression levels (adjusted p-values < 0.05). (d) Map of genes expressing prolixicins in bed bugs. Genes are located on the Chromosome NW_019392897.1. CL-prolixicin1a & 1b (expressed from LOC106664366) and CL-prolixicin2 (expressed from LOC122127760) are in close proximity. Predicted exons are shown as boxes, and introns are illustrated by black lines. The direction of transcription is from left to right.

Three unknown attacin/diptericin-like bed bug peptides containing a predicted attacin-C domain (cl04253) were characterized. Similar to the prolixicin of *R. prolixus,* CL-prolixicin1a (XP_014245530.1), CL-prolixicin1b (XP_014245531.1), and CL-prolixicin2 (XP_024084959.1) all lack the P-domain. The mature CL-prolixicin2 has a molecular weight of ~ 9 kDa similar to that of insect diptericins. However, the mature CL-prolixicin1a & 1b have a molecular weight of approximately 15 kDa due to an additional glycine-rich stretch of sequences (E-region) at their terminal region, which is not conserved in attacins and diptericins (Fig. 1, E-region). This sequence stretch had no predicted antimicrobial, antiviral, or antifungal activity despite its ~ 60% homology with the prolixicin of *R. prolixus.*

Using multiple sequence alignment, we compared the conserved domains of glycine-rich peptides, including the signal-peptide, pro-peptide, N-terminus, G1- and G2-domains, in bed bug CL-prolixicins with those of diptericins, prolixicin and attacins previously identified in *R. prolixus* and *D. melanogaster* (Fig. 1). The signal-peptide of CL-prolixicin1a & 1b is located between position 23–24 (AA-Q), and between position 19–20 (A-A) in CL-prolixicin2. No arginine/lysin pro-peptide cleavage site was detected in any CL-prolixicin. Multiple sequence alignment of bed bug CL-prolixicins, the domains of glycine-rich AMPs in *R. prolixus,* and the attacin domains of *D. melanogaster* attacins and diptericin further revealed close phylogenetic relationships between the bed bug CL-prolixicins, and the *R. prolixus* prolixicin (Fig. 2). The surface charge of CL-prolixicin1a (8.9), CL-prolixicin1b (7.3), and CL-prolixicin2 (3.7) is comparable to the surface charge of other glycine-rich peptides^39^ (Fig. 3a,b). We have also predicted AMP activity of these prolixicins (Supplemental Table S2).

### Comparative transcriptomics of CL-prolixicins after ingestion of bacteria

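Gene expression was measured by RNA sequencing in male bed bugs, Cimex lectularius, that ingested sterile rabbit blood or rabbit blood laced with bacteria at about 1000000 cells per mL. The insects had been food-deprived for more than 20 days and fed for 1 h in a membrane feeder set to 37 °C. The midgut and the rest of the body without the head and midgut (RoB) were dissected 12 h later, from 5 insects per replicate. Each tissue has 3 libraries after sterile blood and 3 libraries in each of 2 bacterial sets, 18 libraries in all. The methods give a range of replicates for the whole study and do not say how many were sequenced. The labels of the libraries contradict each other on the bacterium. One set is titled negative, which would make it the Gram-negative Escherichia coli, but its recorded treatment is Bacillus subtilis. The other is titled positive, which would make it the Gram-positive B. subtilis, but its recorded treatment is E. coli. The paper's text does not settle this, so each set is named here by the word in its title, and the comparisons over both sets together do not depend on it. The authors selected polyadenylated RNA, sequenced paired ends of 150 bp on an Illumina HiSeq, trimmed the reads with Trimmomatic, mapped them with STAR to the reference genome that the methods describe as available on ENSEMBL, and counted those that fell uniquely within the exons of each gene with Subread. The deposited values are these counts, without normalization. In the midgut, the total count per library ranged from 8889449 to 12285574 after sterile blood (median 11337539), from 12637321 to 14445628 in the set titled negative (median 13827690) and from 11896258 to 13290437 in the set titled positive (median 13237153). In the RoB, it ranged from 11536650 to 13192845 after sterile blood (median 11603881), from 12789518 to 14101217 in the set titled negative (median 13648924) and from 10364635 to 12678015 in the set titled positive (median 11653387). From these counts, the 9 libraries of each tissue were scaled by edgeR's TMM factors, genes with low counts were removed by edgeR's filterByExpr, and each contrast was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The standard error printed beside a log2 fold change was derived back from this test. It is the absolute log2 fold change divided by the square root of the test's F statistic. The filter left 9702 genes in the midgut and 11531 in the RoB. Genes are called differentially expressed at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 1. The paper's own test was the Wald test of DESeq2, which was run as an alternative.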

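Over both bacterial sets together, 3505 genes were differentially expressed in the midgut against sterile blood, 1470 of them higher and 2035 lower after bacteria, and 766 in the RoB, 487 higher and 279 lower. The split between higher and lower depended on the scaling and on the test. In the midgut the higher calls outnumbered the lower with limma-voom (1377 higher, 1304 lower), with edgeR's glmTreat, which tests against the limit on the fold change (836 and 730), with the adjusted p alone (3189 and 3125) and without sterile-blood replicate 2 (1388 and 1376). With upper-quartile factors 30.7% of the midgut calls were higher, against 41.9% with TMM factors, and with library totals alone 84.9% of the RoB calls were higher, against 63.6%. CL-prolixicin1 (LOC106664366) was higher after bacteria in the midgut, with a log2 fold change of 1.9 (standard error 0.44, adjusted p = 0.00523 from edgeR's quasi-likelihood test), and in the RoB, with a log2 fold change of 2.70 (standard error 0.72, adjusted p = 0.0338 from the same test). Among the alternatives that kept every library the midgut value moved most under upper-quartile scaling, to 1.71, and it ran from 1.59 to 2.15 with each library left out in turn. It was not called with limma-voom (adjusted p = 0.0755, where the alternatives that kept every library ran from 5.31e-05 to 0.0755). The RoB call was lost without sterile-blood replicate 1 (adjusted p = 0.111), without sterile-blood replicate 2 (0.0838), without replicate 3 of the set titled negative (0.0514) and without replicates 1 (0.0507) or 3 (0.0560) of the set titled positive. CL-prolixicin2 (LOC112127760) had a log2 fold change of 0.88 in the midgut (standard error 0.79, adjusted p = 0.352 from edgeR's quasi-likelihood test) and of 1.93 in the RoB (standard error 0.80, adjusted p = 0.133), so neither passed the threshold. Without replicate 1 of the set titled negative the midgut value was 0.17. In the RoB the gene passed with DESeq2 (log2 fold change 1.92, adjusted p = 0.0311). It also passed with the replicate number as a block, although sterile-blood libraries share only that number with the bacterial sets. The adjusted p ran from 0.0311 to 0.144 over the alternatives that kept every library and up to 0.279 with each library left out in turn. The response to bacteria was not shown to differ between the tissues for either gene. The difference, RoB minus midgut, was 0.90 for CL-prolixicin1 (standard error 0.80, adjusted p = 0.407 from edgeR's quasi-likelihood test over all 18 libraries) and 1.15 for CL-prolixicin2 (standard error 1.22, adjusted p = 0.488). With each library left out in turn it ran from 0.49 (without RoB sterile-blood replicate 2) to 1.65 (without RoB sterile-blood replicate 3) for CL-prolixicin1. For CL-prolixicin2 it ran from 0.65 to 2.04 without the same 2 libraries, and was 1.87 without midgut replicate 1 of the set titled negative.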

Comparative transcriptomics of male bed bugs revealed a significant upregulation of CL-prolixicins in midgut and RoB samples (Fig. 3c). CL-prolixicin1a & 1b mRNA (LOC106664366) was significantly upregulated in (*i*) the midgut following ingestion of either *E. coli* or *B. subtilis*, and (*ii*) the RoB after ingestion of blood infected with *B. subtilis*. 

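The transcripts of CL-prolixicin1a & 1b come from 1 gene in the files, LOC106664366, and the counts do not separate them. In the midgut, 38 to 63 reads per library were counted on it after sterile blood, 74 to 420 in the set titled negative and 193 to 224 in the set titled positive. In TPM, the unit in which the paper reports transcript levels, calculated from the gene lengths in the files, its level was 7.66 ± 1.11 (SD, n = 3) after sterile blood, 30.3 ± 22.0 (SD, n = 3) in the set titled negative and 30.4 ± 3.16 (SD, n = 3) in the set titled positive. The log2 fold change against sterile blood was 1.94 in the set titled negative (standard error 0.48, adjusted p = 0.00832 from edgeR's quasi-likelihood test) and 1.86 in the set titled positive (standard error 0.48, adjusted p = 0.0104). In both sets 3 of 3 libraries lay above all 3 control libraries, and 0.1 is the smallest two-sided p that an exact permutation test of 3 libraries against 3 allows. Both calls held with each library left out in turn, although the log2 fold change in the set titled negative was 1.28 without its replicate 1. Both were lost with limma-voom (adjusted p = 0.104 and 0.0821). Over the alternatives that kept every library the adjusted p ran from 0.000456 to 0.104 in the set titled negative and from 0.000398 to 0.0821 in the set titled positive. The midgut level was set against the most that RoB tissue left on the midgut could supply, estimated from 50 genes nearly restricted to the RoB. It was 0.659 to 8.74 times that limit after sterile blood, 1.41 to 7.50 times in the set titled negative and 0.348 to 0.977 times in the set titled positive. RoB tissue could thus supply all of the midgut reads in the set titled positive.
In the RoB, 569 to 2472 reads per library were counted after sterile blood, 2978 to 8906 in the set titled negative and 9472 to 45781 in the set titled positive. These gave 259 ± 185, 917 ± 571 and 4878 ± 3280 TPM (SD, n = 3 each). The set titled positive differed from sterile blood by a log2 fold change of 3.97 (standard error 0.81, adjusted p = 0.0232 from edgeR's quasi-likelihood test). The call was lost without sterile-blood replicate 1 (adjusted p = 0.0760), without sterile-blood replicate 2 (0.0563) and without replicate 3 of the set titled positive (0.0660). The set titled negative had a log2 fold change of 1.43 (standard error 0.74, adjusted p = 0.214 from edgeR's quasi-likelihood test). This change did not pass the threshold. In TPM 3 of 3 libraries lay above all 3 controls, but only just, the lowest at 456.3 and the highest control at 455.6. In TMM-scaled CPM these groups overlapped, with replicate 2 of the set titled negative at 157 and sterile-blood replicate 3 at 193. Between the bacterial sets the log2 difference was 2.54 (standard error 0.76, adjusted p = 1.00). With adjustment over all 11531 genes tested, the sets were not shown to differ. For this gene taken alone that adjustment does not decide the question. Here 3 of 3 libraries titled positive lay above all 3 titled negative. An exact two-sided permutation test of 3 libraries against 3 cannot give a p under 0.1, so it cannot decide either. The set past the threshold in the RoB is B. subtilis by its title and E. coli by its recorded treatment. From up-regulation after both kinds of bacteria, here and in its qPCR experiments, the paper proposes that CL-prolixicins may be co-regulated by the IMD and Toll pathways.

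**Figure D1:**
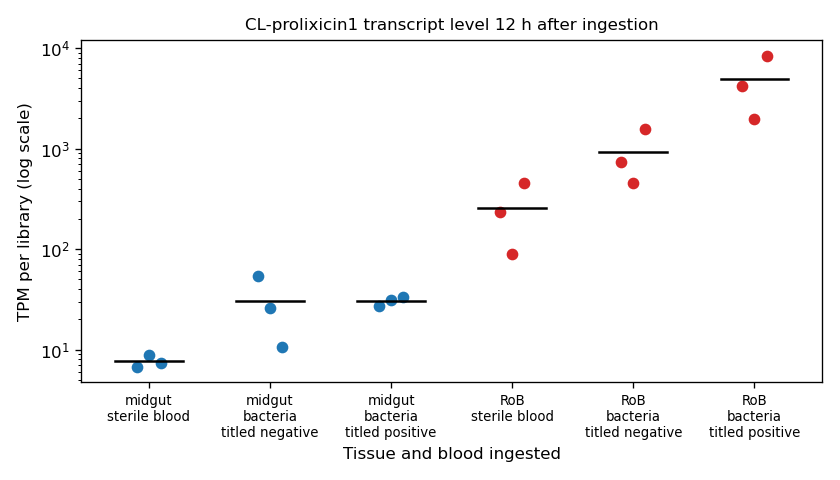
Level of CL-prolixicin1 in TPM on a log axis, by tissue and blood ingested, 12 h after ingestion. Each point is 1 library (3 per group) and each line the group mean; the RoB libraries of the set titled positive lie between 1980 and 8438 TPM and the midgut libraries after sterile blood between 6.75 and 8.91 TPM.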

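Reads of CL-prolixicin2, listed as LOC112127760 in the files and in the drawn panels of Fig. 3c and 3d, were counted in every library of both tissues. In the midgut there were 4 to 7 reads per library after sterile blood, 1 to 27 in the set titled negative and 9 to 15 in the set titled positive, or 1.18 ± 0.178, 2.09 ± 2.47 and 2.61 ± 0.796 TPM (SD, n = 3 each). No change passed the threshold in the midgut. The log2 fold change against sterile blood was 0.76 in the set titled negative (standard error 0.89, adjusted p = 0.477 from edgeR's quasi-likelihood test) and 1.00 in the set titled positive (standard error 0.89, adjusted p = 0.356), where 3 of 3 libraries lay above all 3 controls, against 1 of 3 in the set titled negative. Over the 9 midgut libraries the level was a median 1.14 times the most that RoB tissue left on the midgut could supply, from 0.697 to 9.98 times after sterile blood, from 1.14 to 12.6 times in the set titled negative and from 0.158 to 0.791 times in the set titled positive. In the RoB there were 28 to 261 reads per library after sterile blood, 182 to 232 in the set titled negative and 555 to 3894 in the set titled positive, or 36.2 ± 30.7, 47.4 ± 7.16 and 602 ± 423 TPM (SD, n = 3 each). The set titled positive had a log2 fold change of 3.81 against sterile blood (standard error 0.93, adjusted p = 0.0405 from edgeR's quasi-likelihood test), and 3 of 3 libraries lay above all 3 controls. Of the 9 fits that each left out 1 RoB library, 1 kept this call, the one without replicate 2 of the set titled positive (adjusted p = 0.0440), and the adjusted p reached 0.120 without sterile-blood replicate 1. The call was also lost with only the 2 groups compared (log2 fold change 3.85, adjusted p = 0.0784, where the alternatives that kept every library ran from 0.000113 to 0.0784). The set titled negative had a log2 fold change of 0.049 (standard error 0.85, adjusted p = 0.970), within the spread between replicates. The bacterial sets differed by 3.76 on the log2 scale (standard error 0.93, adjusted p = 1.00), with 3 of 3 libraries titled positive above all 3 titled negative. The adjustment again covers all 11531 genes tested, so it leaves the question open for this gene taken alone. The difference passed the threshold with DESeq2 (3.74, adjusted p = 0.0218, where the alternatives that kept every library ran from 0.0218 to 1.00). Both prolixicin genes were higher in the RoB than in the midgut. Over all 18 libraries the log2 difference was 4.74 for CL-prolixicin2 (standard error 0.55, adjusted p = 1.73e-06 from edgeR's quasi-likelihood test) and 4.75 for CL-prolixicin1 (standard error 0.43, adjusted p = 1.57e-07). An exact two-sided permutation test of 9 libraries against 9, which takes the libraries as independent, gave p = 8.23e-05 for each.

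**Figure D2:**
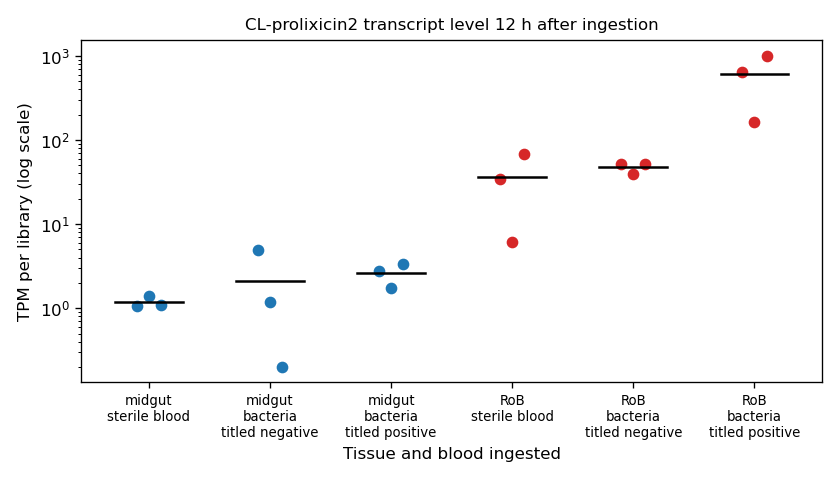
Level of CL-prolixicin2 in TPM on a log axis, by tissue and blood ingested, 12 h after ingestion. Each point is 1 library (3 per group) and each line the group mean; the RoB libraries of the set titled positive lie between 163 and 1008 TPM, and the other RoB libraries between 6.15 and 67.5 TPM.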

CL-prolixicin2 mRNA (LOC122127760) was expressed only in the RoB after ingestion of *B. subtilis* infected blood. CL-prolixicin1a and CL-prolixicin1b (expressed from LOC106664366) are situated in close proximity to CL-prolixicin2 (expressed from LOC122127760) on the same chromosome (NW_019392897.1) (Fig. 3d).

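In the coordinates of the count files, which equal those of the RefSeq assembly Clec_2.1 for all 13427 genes with a LOC identifier, LOC106664366 spans 1595913 to 1597115 on the + strand of NW_019392897.1. Its 4 exons, with overlapping transcripts merged, lie at 1595913 to 1595996, 1596070 to 1596171, 1596228 to 1596433 and 1596733 to 1597115 and add up to 775 bp. The gene of CL-prolixicin2, LOC112127760 in the files, spans 1609405 to 1610033 on the same strand. Its 3 merged exons lie at 1609405 to 1609423, 1609441 to 1609591 and 1609652 to 1610033 and add up to 552 bp. The 2 genes are 12289 bp apart, and 0 of the 65 genes on the scaffold start between them. The gene before the pair is LOC106664301, from 1550267 to 1583247, which ends 12665 bp before LOC106664366. The gene after it is LOC106664394, from 1615309 to 1618305, which starts 5275 bp after LOC112127760. After bacteria, LOC106664301 fell by 1.82 on the log2 scale in the midgut in the set titled negative (adjusted p = 9.27e-06 from edgeR's quasi-likelihood test) and by 1.48 in the set titled positive (adjusted p = 2.54e-05). LOC106664394 did not pass the threshold in the RoB in either set (adjusted p = 0.218 and 0.475) and had too few reads to be tested in the midgut.

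**Figure D3:**
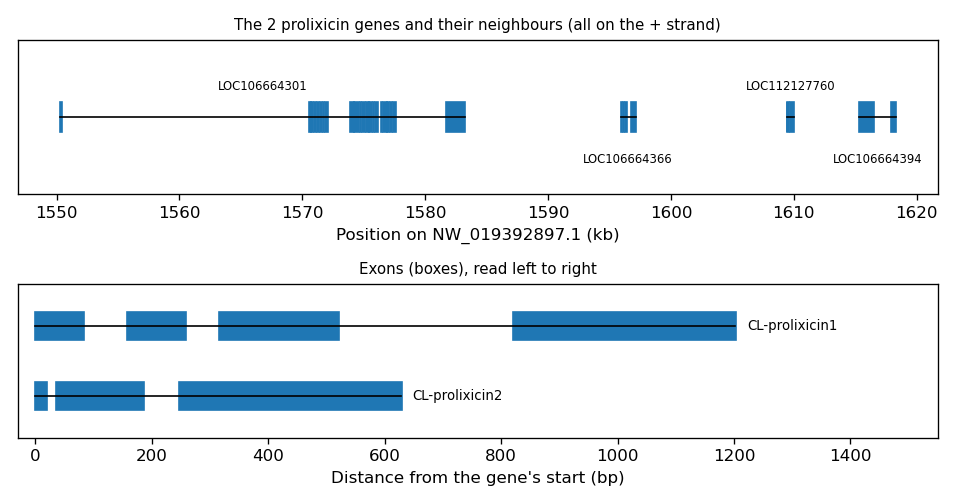
Map of the region of NW_019392897.1 that holds the prolixicin genes, with position in kb (top), and their merged exons with distance from the start of each gene in bp (bottom). Boxes are exons and lines introns; the pair of prolixicin genes lies between LOC106664301 and LOC106664394, 12289 bp apart.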

### Distinct gene expression of CL-prolixicin1 in midgut and RoB of male and female bed bugs after bacterial ingestion or injection and evaluation of effects of bed bug sex, and mode of immune challenge (Fig. 4)

**Figure 4:**
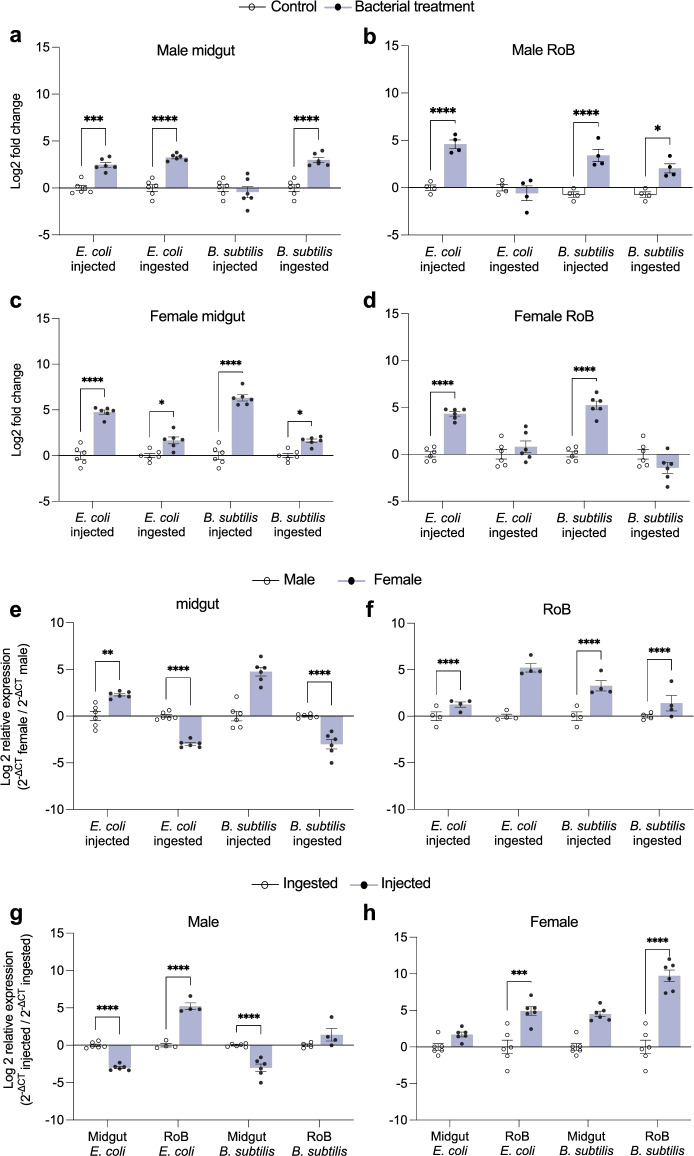
Tissue- and sex-dependent expression of CL-prolixicin antimicrobial peptides by bed bugs following bacterial injection & ingestion. (a–d) Changes in expression levels of CL-prolixicin1a & 1b (LOC106664366) in the midgut and RoB (Rest of Body: bodies minus heads and midgut tissues) of male and female bed bugs 12 h after intrathoracic injection or ingestion of Gram-negative bacteria (*Escherichia coli* K12/D31) or Gram-positive bacteria (*Bacillus subtilis* ATCC 6633). White bars represent data obtained from control bugs that were injected with phosphate buffer saline (PBS) or that ingested sterile blood, evaluated using the ΔΔCT method^64,65^. (e,f) Effect of bed bug sex on changes in expression levels of CL-prolixicin1a & 1b (LOC106664366) in the midgut and RoB. (g,h) Comparison of the mode of infection—bacterial ingestion or injection—on changes in expression levels of CL-prolixicin1a & 1b (LOC106664366) in male and female bed bugs. The relative expression of CL-prolixicin1a & 1b was evaluated using the ΔΔCT method^64,65^. Data from males were used as the second calibrator and were arbitrarily set to 1 (subpanels e,f); the fold-changes of expression in females are shown as purple bars. The effect of bacterial ingestion *versus* bacterial injection was compared using the formula 2^−ΔCt^ injected/2^−ΔCt^ ingested (subpanels g,h). The ingestion-sample data (white bars) representing the calibrator were arbitrarily set to 1, and fold-changes of expression in bacterial injection-sample data are shown as purple bars. Bars represent the mean transcript levels ± 95% CI. Means were compared using the unpaired Student’s t-test (* p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001).

In male bed bugs, the expression of CL-prolixicin1 isoforms in the midgut and RoB varied according to bacteria types that were ingested with blood or injected into the hemocoel. In the midgut, expressions increased ninefold (p < 0.0001) and eightfold (p < 0.0001) after ingestion of *E. coli* and *B. subtilis*, respectively, increased sixfold (p < 0.001) after *E. coli* injection, but did not change after *B. subtilis* injection (Fig. 4a). In the RoB, expression did not change after ingestion of *E. coli*, increased fourfold (p < 0.05) after *B. subtilis* ingestion, and 27-fold (p < 0.0001) and 24-fold (p < 0.0001) after *E. coli* and *B. subtilis* injections, respectively (Fig. 4b).

In the midgut of female bed bugs, the expression of CL-prolixicin 1a &1b increased threefold after ingestion of either Gr– or Gr+ bacteria (p < 0.05 each) and increased 28-fold and 94-fold following injection of Gr– and Gr+ bacteria, respectively (p < 0.0001 each; Fig. 4c). In the RoB of female bed bugs, there was no increase in CL-prolixicin 1a &1b expression following ingestion of blood containing Gr– or Gr+ bacteria, but expression increased 21-fold and 46-fold after injection of Gr– and Gr+ bacteria, respectively (p < 0.0001 each; Fig. 4d).

Gene expression of CL-prolixicin1 in the midgut and RoB was generally higher in female than in male bed bugs, particularly in the RoB in response to all treatments, and in the midgut after *E. coli* and *B. subtilis* injection (Fig. 4e,f). However, the ingestion of *E. coli* and *B. subtilis* caused significantly higher expression of CL-prolixicin1 in the midgut of males than of females (Fig. 4e).

The mode of immune challenge—bacterial ingestion or injection—caused different expression levels of CL-prolixicin1 in male and female bed bugs. In the RoB of males, injection of *E. coli* and *B. subtilis* caused 44.5-fold (p < 0.0001) and 4.6-fold (p > 0.05), respectively, higher expressions of CL-prolixicin1 than did ingestions of *E. coli* or *B. subtilis* (Fig. 4g). In the midgut of males, injections of *E. coli* or *B. subtilis* caused significantly lower expressions of CL-prolixicin1 than did bacterial ingestion (p < 0.0001 each). In the both midgut and RoB of females, injections of *E. coli* or *B. subtilis* caused higher expressions of CL-prolixicin1 than did ingestions of *E. coli* or *B. subtilis* but the effects were statistically significant only for the RoB (*E. coli*: p < 0.001; *B. subtilis*: p < 0.0001; Fig. 4h).

### Distinct gene expression of CL-prolixicin2 in midgut and RoB of male and female bed bugs after bacterial ingestion or injection, and inhibitory effects of CL-prolixicin2 on *T. cruzi* and its motility (Fig. 5)

**Figure 5:**
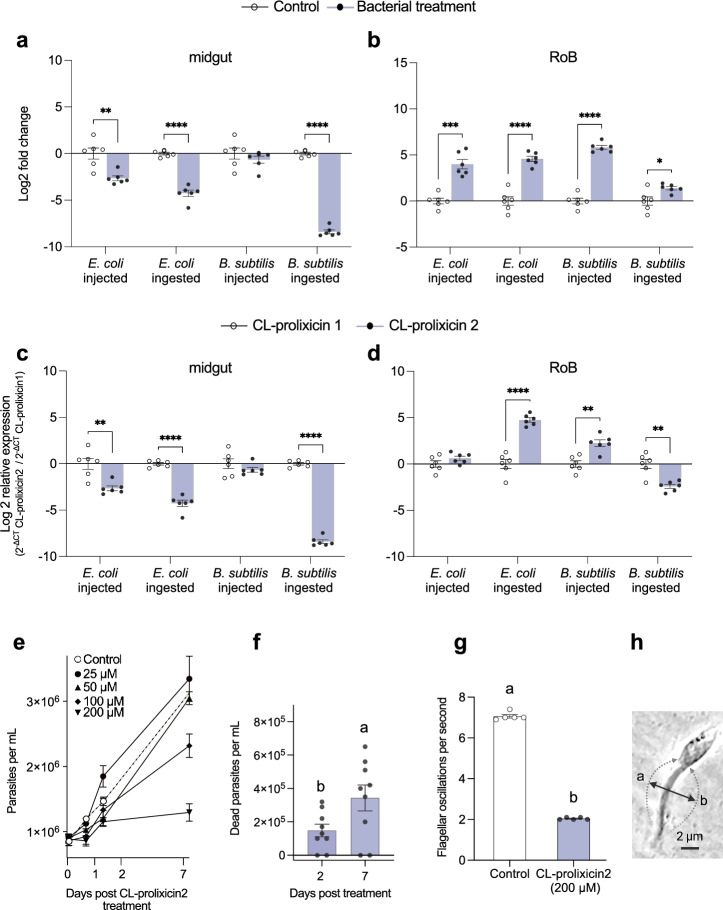
Expression dynamics of CL-prolixicin2 and effects of synthetic CL-prolixicin2 on the parasite *Trypanosoma cruzi*. (a,b) Changes in expression levels of CL-prolixicin2 (LOC122127760) in the midgut and RoB (rest of body containing bodies minus heads and midgut tissues) of male bed bugs 12 h after intrathoracic injection or ingestion of Gram-negative bacteria (*Escherichia coli*) or Gram-positive bacteria (*Bacillus subtilis*). White bars represent data obtained from control bugs that were injected with phosphate buffer saline (PBS), or that ingested sterile blood. The relative expression of CL-prolixicin1a & 1b (LOC106664366) was evaluated using the DDCT method^64,65^. (c,d) Comparison of expression levels of CL-prolixicin1a & 1b (LOC106664366) and CL-prolixicin2 (LOC122127760) in the midgut and RoB of bed bugs. The effect of bacterial ingestion *versus* bacterial injection was compared using the formula 2^−ΔCt^ CL-prolixicin2/2^−ΔCt^ CL-prolixicin1. The ingestion-sample data (white bars) representing the calibrator were arbitrarily set to 1, and fold-changes in CL-prolixicin2 expression in bacterial injection-sample data are shown as purple bars. In all subpanels, bars represent the mean transcript levels ± 95% CI. Means were compared using the unpaired Student’s t-test (* p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001). (e) Proliferation of *T. cruzi* over the course of 7 days in response to treatment, or not (control), with CL-prolixicin2 at 25–200 µM. (f) Numbers of dead *T. cruzi* on days 2 and 7 as a result of exposure to CL-prolixicin2 at 200 µM; note: there were no dead parasites in the control treatment at days 2 and 7. (g) Flagellar oscillations per second of *T. cruzi* (Y Strain) 7 days after exposure, or not (control), to CL-prolixicin2 at 200 µM. Bars represent the mean transcript levels ± 95% CI. Means were compared using the unpaired Student’s t-test. Different letters above bars in each of subpanels f and g indicate significant differences between samples (p < 0.05). (h) During one complete oscillation, the flagellum moves from “a” to “b” and back to “a”. Per-second oscillations were averaged over 10 s.

In the midgut of male bed bugs, the expression of CL-prolixicin2—unlike the expression of CL-prolixicin1– was significantly down-regulated in almost all treatments (Fig. 5a). However, in the RoB of males, the expression of CL-prolixicin2 increased 26-fold (p < 0.0001) and 2.7-fold (p < 0.05) after *E. coli* and *B. subtilis* ingestion, respectively, and increased 22-fold (p < 0.001) and 60-fold (p < 0.0001) after injection of *E. coli* and *B. subtilis*, respectively (Fig. 5b).

In the midgut of males, the expression of CL-prolixicin1 significantly exceeded that of CL-prolixicin2 in almost all treatments (Fig. 5c). Conversely, in the RoB of males, injection and ingestion of *E. coli,* and injection of *B. subtilis,* increased expression of CL-prolixicin2 1.6-fold, 28-fold (p < 0.0001), and 5.4-fold (p < 0.01) more, respectively, than CL-prolixin1 expression (Fig. 5d). In contrast, ingestion of *B. subtilis* caused a 6.2-fold (p < 0.01) lower expression of CL-prolixicin2 than of CL-prolixicin1 (Fig. 5d).

Synthetic CL-prolixicin2 had a dose-dependent effect on the proliferation, motility, and mortality of *T. cruzi* (Y strain)*.* Over the course of 7 days, synthetic CL-prolixicin2 (200 µM) significantly hindered the proliferation of *T. cruzi* compared to  a control treatment (Fig. 5e). CL-prolixicin2 at 200 µM also caused substantial mortality of *T. cruzi*, with no dead parasites observed in the control or in treatments with < 200-µM CL-prolixicin2 (Fig. 5f). Furthermore, 200 µM of CL-prolixicin2 significantly impaired the motility of *T. cruzi*, with fewer flagellar oscillations per second (recorded at day 7) in treatment than in control parasites (Fig. 5g).

### Activity of synthetic CL-prolxicin2 against bacteria (Table1)

**Table 1:** Minimal inhibitory concentration (MIC) of CL-prolixicin2 against bacterial strains.

	MIC (µM)
Gram-negative bacteria	
* Escherichia coli* Dh5alpha	0.5
* Escherichia coli* KB21	1.0
* Pseudomonas aeruginosa*	> 128
* Serratia marcescens*	16
* Serratia marcescens,* bed bug symbiont	> 128
* Klebsiella pneumoniae*	> 64
Gram-positive bacteria	
* Bacillus subtilis*	32
* Staphylococcus aureus*	> 128
* Staphylococcus sciuri*	> 128
* Staphylococcus epidermidis*	> 128

The minimum inhibitory concentration (MIC) of synthetic CL-prolixicin2 that suppressed the growth of various bacteria is compiled in Table 1. CL-prolixicin2 expressed the strongest inhibition against *E. coli* strains DH5alpha (MIC: 0.5 µM) and KB21 (MIC: 1.0 µM) but there was no inhibitory effect on the Gr– bacteria *Pseudomonas aeruginosa* and *Serratia marcescens* which we isolated from the midgut of bed bugs. Even at a concentration of 128 µM, CL-prolixicin2 had no inhibitory effect on the Gr+ bacteria *Staphylococcus aureus* and *Staphylococcus epidermidis* (Table 1). Interestingly, *Serratia marcescens* which was isolated from bed bugs was more resistant to CL-prolixicin2 (MIC > 128 µM) than other strains of *S. marcescens* tested (MIC: 16 µM).

## Discussion

We report structural, functional and phylogenetic characteristics of CL-prolixicins and their expression in response to infection with Gr+ and Gr– bacteria. CL-prolixicins show the strongest homology to the prolixicin of *R. prolixus* and have motifs similar to diptericins and attacins. We show up-regulation of CL-prolixicin1 in both the midgut and RoB of bed bugs, and up-regulation of CL-prolixicin2 only in the RoB in response to both Gr+ and Gr– bacteria regardless of the mode of immune challenge. These data suggest that CL-prolixicins may be co-regulated by both IMD and Toll pathways in bed bugs, comparable to the up-regulation of CL-defensins in response to both Gr+ and Gr– bacteria^32^ (Fig. 6). Cross-talk between these pathways has already been demonstrated in other hemipterans^13,41,42^. Intrathoracic injections of Gr+ or Gr– bacteria induced similar up-regulation of the same AMPs^13^, and RNAi of the IMD pathway suppressed the up-regulation of effector molecules in both Toll and IMD pathways^10,13^. Up-regulation of both CL-defensins and CL-prolixicins in bed bugs provides further support for functional cross-talk and blurred functional differentiation between the Toll and the IMD pathways in hemipterans^5,13^. In addition to intracellular cross-talk, Gram-negative-binding proteins may activate the Toll pathway by stimulating the proteolytic cascade that leads to activation of Spaetzle, resulting in the upregulation of AMPs^43–46^.

**Figure 6:**
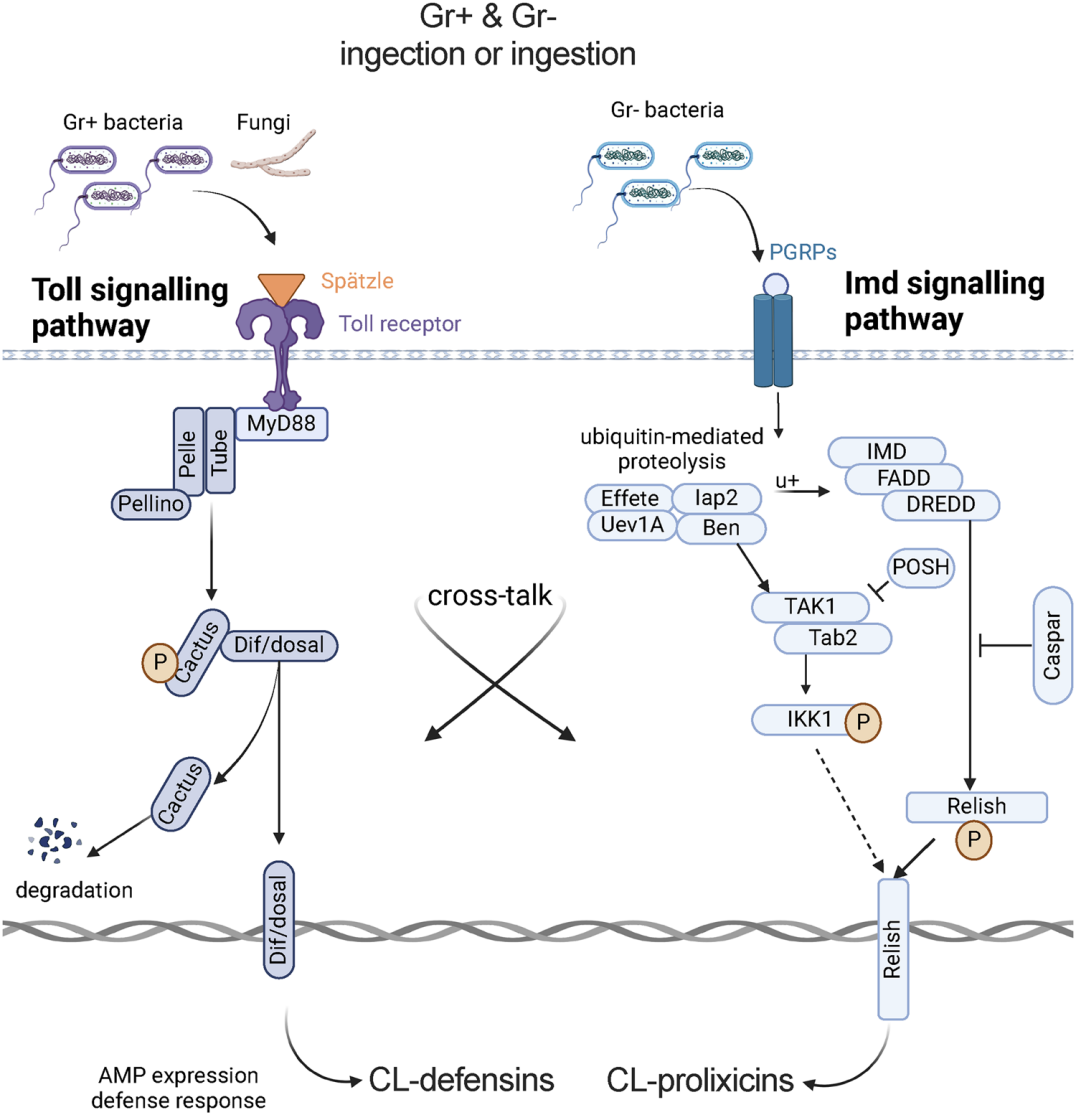
Regulatory cross-talk and functional overlap in Toll and IMD signaling pathways of *Cimex lectularius*. Up-regulation of both CL-defensins and CL-prolixicins in bed bugs in response to the Gram-positive bacterium *Bacillus subtilis* or the Gram-negative bacterium *Escherichia coli* ingestion or injection provides further support for functional cross-talk and blurred functional differentiation between the Toll and the IMD pathways in hemipterans.

Homology searches revealed that the mature peptide or active region (not including the signal or pro-peptide) of CL-prolixicins strongly resembles that of diptericins and the prolixicins isolated from *R. prolixus* and other kissing bugs (~ 50% identity, E = 2e−11). In the C-terminus of CL-prolixicins, there was a strong homology to an attacin-C conserved motif (cl04253), strongly suggesting an AMP encoded by this gene. Similar to the prolixicin of *R. prolixus*, CL-prolixicins lack the proline-rich region (P-domain) and the RXRR motif which signals the end of the pro-peptide region. The prolixicin of *R. prolixus* lacks a P-domain and thus was distinguished from the diptericins of *D. melanogaster*^16^. Similarly, CL-prolixicins of bed bugs lack a P-domain and contain fewer prolines than the prolixicin of *R. prolixus*. In silico amino acid sequence analyses revealed that CL-prolixicins are not glycosylated, similar to the prolixicin of *R. prolixus*^16^, but in contrast to glycine-rich glycosylated molecules, such as attacins^16^, CL-prolixicins are not predicted to contain any post-translational modifications. Glycosylation and glycation residues may mediate correct folding and stability of proteins, and glycosylation may stabilize peptides because non-glycosylated proteins degrade quickly^47^. The addition of synthetic glycosylated and non-glycosylated glycine-rich AMPs did not alter the AMP activity of natural peptides^48,49^.

CL-prolixicin1a & 1b have an additional glycine-rich stretch of sequences (E-region) in their C-terminal region (Fig. 1). ‘CAMPR3’ (a database on sequences, structures and signatures of antimicrobial peptides), ‘I4AMP’ (an antimicrobial peptide predictor using physicochemical property-based encoding method and deep learning), and ‘iAMPpred’ (an online prediction server) all predicted antimicrobial activity of the mature protein region of both CL-prolixicins1 and CL-prolixicin2. In contrast, their E-regions were not predicted to have AMP activity. The E-region may have formed due to a duplication event of the G2-domain of CL-prolixicins1a & 1b (Fig. 2). This would be consistent with the observed duplication pattern of attacins^38^. The addition of a P-domain to previous AMPs may have given rise to diptericins in flies, and subsequent gene duplication may have added the second C-terminal glycine-rich motif found in attacins^38^. Close proximity of the bed bugs’ CL-prolixicins on the same chromosome (Fig. 3c) further supports a close functional relationship of these peptides^38^ similar to the close linkage between glycine-rich attacin-A and -B genes observed in *Drosophila*^38^. Diptericins and attacins seem to form a monophyletic group with other AMPs^16,38^.

In bed bugs, CL-prolixicin2 is expressed only in RoB samples, whereas CL-prolixicin1 is expressed in both the midgut and the RoB. In *R. prolixus*, prolixicin is produced in fat body and midgut tissues in response to bacterial infection of the hemolymph or the midgut^16^. The immune competence of the midgut is well characterized in many insects. In *Drosophila* sp.*,* attacins and diptericins are expressed in the digestive tract in response to oral infection with Gr– bacteria^50^. In bed bugs, CL-prolixicin1 is expressed in the midgut and may help eliminate bacteria ingested with blood, analogous to the antibacterial role of the prolixicin in kissing bugs which are close phylogenetic relatives of bed bugs^16^.

Our synthetic CL-prolixicin2 acted more strongly against Gr– bacteria (e.g., *E. coli*) than G+ bacteria. This differential activity aligns with that of other proline- and glycine-rich peptides, such as the prolixicin of *R. prolixus*^16^. Furthermore, CL-prolixicin2 expressed different activity against the *Serratia marcescens* strain isolated from the bed bugs’ midgut than against other bacteria, suggesting that bed bugs may effectively discern between microbes that are potentially harmful to them and those that are obligate symbionts. The 200-µM concentration of CL-prolixicin2 that caused antiparasitic activity against *T. cruzi* is significantly higher than antiparasitic concentrations of potent traditional AMPs such as melittin^51,52^, but it still favorably compares with antiparasitic activity concentrations of other molecules. For instance, the antiparasitic medication benznidazole—which is used against acute infection of humans with *T. cruzi*—expresses activity at about 220 µM. Moreover, MIC values of CL-prolixicin are just one efficacy criterion. CL-prolixicin not only reduced the reproduction and survival of *T. cruzi*, it also severely impaired its motility^51,52^. Antiparasitic activity of various AMPs, such as BatxC, cecropin, crotalicidin, defensin a1138, dermaseptins, and mellitin, against *T. cruzi* has previously been demonstrated under laboratory conditions^16,31, 52–54^. Results obtained in laboratory experiments suggested that *T. cruzi* may survive in the bed bugs’ midgut but is killed if it enters the hemocoel^27,29^. In our study, CL-prolixicn2 was expressed exclusively in the RoB—with no apparent up-regulation in the bed bugs’ midgut—suggesting that CL-prolixicin2 may not affect the development of *T. cruzi* in the midgut of bed bugs, but that it may inhibit *T. cruzi,* if it moves into the hemocoel. The effectiveness of AMPs is contingent upon their concentration and the duration of exposure^16,31, 52–54^. We can calculate the MIC of CL-prolixicin2 in vitro, but we do not yet know the concentration of CL-prolixicin2 normally expressed in the midgut or the hemocoel of bed bugs. Similarly, we do not know if combinations of CL-prolixicin2 and other AMPs might act synergistically to eliminate *T. cruzi,* and if such combinations are effective at concentrations much lower than those of single AMPs. Further investigations are required to understand the implications and effects of CL-prolixicin2 expressed in bed bugs. Moreover, mRNA expression by bed bugs does not assuredly prove the presence of mature peptides which must be demonstrated in future proteomic studies.

We have shown previously that blood-fed female bed bugs have stronger antimicrobial activity than males^33^ and that the mode of immune challenge—bacterial ingestion or injection—affects CL-defensin expressions differently in males and females^32^. Here, we show that bacterial injection causes higher expression levels of CL-prolixicin1 in the midgut and RoB of females than of males, and that females have an overall higher expression of CL-prolixicins than males (Fig. 4). Our data provide support for the hypothesis that the bed bugs’ unusual reproductive strategy of copulatory wounding and traumatic insemination coupled with the risk of microbial infections^34,35, 55^ may cause a more up-regulated immune response in females than in males^34,35, 55^.

The insect immune system comprises constitutively expressed components, and inducible components that are expressed in response to the presence of pathogens. Depending on the immune response that is activated, trade-offs between some aspects of insect immunity and reproductive fitness may occur^56^. In addition, there is a balancing selection for keeping and expressing immune components such as AMPs, and ensuring the well-being of essential bacterial symbionts and microbiota on which many insects rely for survival^57,58^. Bed bugs rely on their *Wolbachia* sp. symbionts to obtain essential nutrients (e.g., B vitamins) not present in vertebrate blood^26,59, 60^. Therefore, there must be mechanisms by which bed bugs eliminate potential pathogens while not reducing essential obligate mutualist symbiont populations to non-effective levels. *Wolbachia sp.* is an intracellular symbiont and as such may be protected from many immune factors circulating in the hemocoel or midgut. Consequently, there emerges a need for the meticulous modulation of the bed bugs' AMPs, ensuring they do not harm the diverse consortium of microbial symbionts. Host–microbe symbioses are predicted to involve adaptive changes in the host immune system to accommodate the microbial partner^61^. The effects of immune responses by bed bugs on their endosymbionts and microbiome, and the fine line between succumbing to bacterial infections, regulating a balanced microbiome, and avoiding elimination of beneficial symbionts have not yet been elucidated.

In conclusion, we have discovered three new glycine-rich antimicrobial peptides in bed bugs which we named CL-prolixicin1a, 1b, and CL-prolixicin2. We analysed their molecular structure and functional characteristics, and studied their phylogenetic relatedness to glycine-rich attacins and diptericins isolated from other insects. We also tested the expression of these CL-prolixicins in midgut and RoB tissues of bed bugs in response to immune challenges. Using comparative transcriptomics and qPCR, we found sex-specific and immune challenge-specific (bacterial ingestion *vs*. bacterial injection) induction of the CL-prolixicins. Synthetic CL-prolixicin2 was not only active against Gr– and G + bacteria but also against *T. cruzi*, the causal agent of Chagas disease. Synthetic CL-prolixicin2 impeded the proliferation of *T. cruzi*, impaired its motility, and caused significant mortality in a dose-dependent manner. These results provide a strong impetus for testing CL-prolixicins for their effects on other parasites and pathogens, including viruses and fungi. With ever-increasing antibiotic drug resistance^31^ and the shortage of new antiparasitic drugs^31^, new AMPs, such as prolixicins in combination with other AMPs, should be evaluated for their potential involvement in therapeutic applications, including the treatment or cure of Chagas disease.

## Methods

### Laboratory rearing of bed bugs

Bed bug colonies were maintained as described previously^62^. Briefly, colonies were kept in the insectary of Simon Fraser University (SFU) at a temperature of ∼24 °C, ambient relative humidity, and a photoperiod of 14 h light to 10 h dark. Groups of 150 bed bugs were maintained in 50-mL glass jars fitted with a square of cardboard (2 cm × 2 cm) at the bottom and a strip of cardboard (2 cm × 4 cm) diagonally across the jar. Bed bugs in separate jars were fed on the forearm of a volunteer (Regine Gries) once every month. For feeding, jars were covered with fine mesh, inverted, and pressed against the forearm so that the bed bugs could feed through the mesh.

### Growth and preparation of bacteria for immune challenges of bed bugs

*Escherichia coli* (K12/D31) and *Bacillus subtilis* (ATCC 6633**)** were grown in separate Lysogeny Broth (LB)^63^ for 17 h at 30 °C in a shaking incubator (220 revolutions per minute). Subsequently, the bacteria were reinoculated into fresh broth and incubated 4 h under the same conditions to reach the log phase of growth. The bacteria were then washed three times in sterile phosphate-buffered saline (PBS; 0.01 M phosphate buffer, 2.7 mM potassium chloride, 0.137 M sodium chloride, pH 7.4), and were diluted either in sterile defibrinated rabbit blood or in PBS to a final concentration of ~ 1 × 10^6^ cells/mL.

Bed bugs either ingested microbe-laced blood or received an intrathoracic (hemocoelic) bacterial injection. For ingestion of microbes, we allowed male and female bed bugs (food-deprived > 20 days) to feed 1 h on defibrinated, microbe-laced (*E. coli* or *B. subtilis*) rabbit blood in a water-jacketed membrane feeder (Thermo Fisher Scientific Isotemp 2150 B14, USA) set to 37 °C, with stretched out parafilm as the membrane. Control bed bugs ingested sterile blood. Fully engorged bed bugs were separated and housed in glass jars until analysis. For intrathoracic injections, 0.5 μL of a bacterial broth (*E. coli*, *B. subtilis*, or both at a final concentration of approximately 1 × 10^6^ cells/mL), or a PBS control, were injected into the hemocoel of > 20-day food-deprived male or female bed bugs. Each experiment had 5–10 replicates, with five insects each in treatment and control samples.

### Tissue isolation and RNA extraction

Midgut and RoB tissues of treatment and control bed bugs were dissected 12 h after the immune challenge, and total RNA was extracted using TRizol reagent (Invitrogen) following the manufacturer’s recommendations. The samples were quantified on a Nanodrop 1000 spectrophotometer v. 3.7 (Thermo Fisher Scientific, USA). RNA samples were used to generate cDNAs for analysis using qPCR and transcriptome assembly. The methodologies employed for cDNA Synthesis and Quantitative Real-Time PCR (qPCR), as well as Transcriptome Assembly, including library preparation with polyA selection, HiSeq sequencing, and RNA-Seq data analysis in this manuscript, are consistent with the protocols established in our preceding study with minor modifications, reinforcing the reliability and reproducibility of our results^32^.

### cDNA Synthesis and Quantitative Real-Time PCR (qPCR)

For this section, we adhere to our previous study, with slight modifications^32^. First strand cDNA synthesis was performed in 20-μL reaction mixtures containing 2.0 μg total RNA using a modified oligo dT primer with the OneScript cDNA Synthesis Kit (ABM, CA) and an extension time of 50 min. The subsequent cDNA was diluted (1:10) with sterile molecular grade RNase-free water. The expression of transcripts of CL-prolixicins in the different samples was assessed using qPCR. All qPCR reaction mixtures contained 2 μL of cDNA, 300 μM of each primer, and 5 μL of PerfeCTa SYBR Green Super Mix (Quanta Biosciences, USA) in a final volume of 10 μL. qPCR was performed on a LightCycler96 thermal cycler (Roche Diagnostics, DE), with the following conditions: 95 °C (5 min), 40 cycles each at 95 °C (15 s) and 60 °C (40 s), followed by a melt curve analysis to confirm the specificity of reactions. No-template controls were included with each primer set to verify the absence of exogenous DNA and primer-dimers. Each primer pair had 99% efficiency as determined using the slope of a linear regression model (SM, unpubl. data). The primer sequences are reported in Supplemental Table S1. Primers were designed or retrieved from the literature for ribosomal protein (RPL18) as the internal control gene, which provides the most stable gene expression across all tissues and developmental stages of bed bugs, and CL-prolixicins. The amplicons were sequenced to confirm they had amplified the correct sequence.

Relative differences in transcript levels were calculated using the DELTA (Δ) threshold cycle (CT) method 2^–ΔΔCT^^64,65^. We normalized expression levels using an internal control gene (RPL18) and to generate ΔCT values. In the 2^−ΔΔCT^ method, we used control samples (bed bugs injected with a PBS control or fed sterile blood) as the second calibrator to measure fold changes in expression levels of CL-prolixicin1a & b mRNA, and CL-prolixicin2 mRNA (Figs. 4, 5). We compared bed bug sex-dependent gene expression of CL-prolixicin1a & b mRNA, using the formula 2^−ΔCT^ female/2^−ΔCt^ male (Fig. 4e,f), and we compared the effects of intrathoracic bacterial injection and oral bacterial ingestion, using the formula 2^−ΔCt^ injected/2^−ΔCt^ ingested (Fig. 4g,h). The results are presented as means and standard errors of at least three independently generated cDNAs assayed at least twice, with each sample run in three technical replicates. All data sets were tested for normality using the Shapiro–Wilk normality test, and were compared using the unpaired Student’s *t*-test or Mann–Whitney U test, when appropriate. Prism version 9.4.1 software (GraphPad Software, San Diego, CA, USA) was used for statistical analyses and 2D graphing. The statistical significance level was 0.05. Relative transcript levels are expressed as means with whiskers representing ± SEM (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

### Transcriptome assembly: library preparation with polyA selection and HiSeq sequencing and RNA-Seq data analysis

This section updates our previous study, with minor alterations^32^. We created a de novo transcriptome assembly from RNA extracted from midgut and RoB tissues of male bed bugs 12 h after ingesting blood containing *E. coli* or *B. subtilis*. RNA purification, first and second strand synthesis, adaptor ligation, quantification, validation, and Illumina sequencing were all done at GENEWIZ LLC. (South Plainfield, NJ, USA).

The RNA samples were sequenced using a paired-end (PE) configuration consisting of two 150 base pair (bp) strands. HiSeq Control Software (HCS) was used for image analysis and base calling. Raw sequence data (.bcl files) generated from Illumina HiSeq were converted into fastq files and demultiplexed with bcl2fastq 2.17 software (Illumina Inc, San Diego, CA, USA). For index sequence identification, one mismatch was allowed. After examining the raw data quality, adapter sequences and nucleotides of poor quality were removed from sequence reads using Trimmomatic v.0.36. The trimmed reads were mapped to the reference genome available on ENSEMBL using STAR aligner v.2.5.2b which utilizes a splice aligner to detect splice junctions and incorporates them to help align the entire read sequences to generate Binary Alignment Map (BAM) files. In the Subread package version 1.5.2, we used the ‘Counts’ feature to calculate the unique gene count. Only reads that fell within exons were counted.

We used the gene hit counts table for downstream differential expression analysis, using DESeq2^66^ to compare gene expression between groups of samples. We used the Wald’s test to generate *p*-values and Log2 fold-changes. We considered genes to be differentially expressed when adjusted *p*-values were < 0.05 and absolute log2 fold-changes were > 1. The data for prolixicin transcripts were mined to evaluate their expression level, and are reported as transcripts per million (TPM).

### Prolixicin characterization

The full-length peptide sequences of bed bug prolixicins were retrieved from https://www.ncbi.nlm.nih.gov/. All prolixicin amino acid sequences were submitted to the SignalP6.0 server (https://services.healthtech.dtu.dk/services/SignalP-6.0/) to predict signal-peptides. Pro-peptides were detected by the ProP 1.0 Server (http://www.cbs.dtu.dk/services/ProP/). The net charge of the mature region of prolixicins at pH 7 and their molecular weights were predicted at PROTEIN CALCULATOR v3.4 server (http://protcalc.sourceforge.net/). The potential antimicrobial properties of the sequences were predicted in the Collection of the Anti-Microbial Peptides (CAMP_R3_) server (http://www.camp.bicnirrh.res.in/prediction.php), in ‘I4AMP’ (an antimicrobial peptide predictor using physicochemical property-based encoding method and deep learning), and in ‘iAMPpred’ (an online prediction server) (Supplemental Table S2). Sequence similarity searches for obtained sequences were run with BLAST, using the database of NCBI (http://blast.ncbi.nlm.nih.gov/Blast.cgi). Tertiary structures of mature or active prolixicin peptides (Fig. 3a,b) were predicted by iTASSER (https://zhanggroup.org/I-TASSER/) and AlphaFold2, and tertiary structure models were visualized using UCSF Chimera^67^. In silico analyses to identify potential sites for post-translational modifications, including glycosylation and phosphorylation, were performed using tools from the Center for Biological Sequence Analysis (http://www.cbs.dtu.dk/services/).

### Phylogenetic analysis

Multiple complete sequences, or conserved domain sequences, were aligned with MUSCLE aligner (https://www.ebi.ac.uk/Tools/msa/muscle/) using Jalview^68^. Alignments were used to build phylogenetic trees using iqtree-2.0-rc2 by selecting the best-fit substitution models PMB + F + G4 (Fig. 2). Maximum likelihood analyses were done using IQ-TREE v. 2.0^69^. Best-fit models for each alignment were selected based on Bayesian information testing, including 10,000 replicates of Ultrafast bootstrap (UFBoot) to provide support for tree branches. In our study, both BLOSUM62 and PMB models generated very similar results with good agreement. The tree presented here was prepared by FigTree software v. 1.4.4 (http://tree.bio.ed.ac.uk/software/figtree). For phylogenetic tree construction, different domains (N-terminal domain, G1- and G2-domains) of prolixicins from bed bugs, *R. prolixus*, and other insects were utilized. *Lasioderma serricorne* N-domain was used as an outgroup for the phylogenetic tree construction to provide a point of reference for rooting the tree and determining the evolutionary relationships among the studied prolixicin domains.

### Synthesis of CL-prolixicin2

The CL-prolixicin2 peptide tested in our study was custom-synthesized by Biomatik Corp. (Cambridge, ON N3H 4R7, CA). Analysis of the synthetic peptide by coupled high-performance liquid chromatography—mass spectrometry (HPLC–MS) revealed a peptide purity of > 95% (Biomatik).

### Antimicrobial activity of CL-prolixicin2

Minimal inhibitory concentrations (MICs) of synthetic CL-prolixicin2 were determined using Mueller Hinton (MH) broth microdilutions in 96-well microtiter plates in accordance with guidelines of the Clinical and Laboratory Standards Institute (CLSI), and the standard two-fold broth microdilution method^70^, with minor modifications. Briefly, bacteria were grown overnight in MH broth for 17 h at 30 °C in a shaking incubator (220 revolutions per minute). Subsequently, the bacteria were reinoculated into fresh broth and incubated 4 h under the same conditions to reach the log phase of growth and then diluted to give a final inoculum size of 10^5^ CFU/mL. Peptides were serially diluted with MH broth to concentrations of 0.0078 µM to 128 µM (2-times serial dilution) in 96-well microtiter plates (Nunc Multiwell Plates; Thermo Fischer Scientific, CA) at 10 μL/well. Bacterial inoculum was added to each well (90 μL) and incubated 20 h at 30 °C. MICs were identified as the lowest concentration of CL-prolixin2 that inhibited bacterial growth as determined by measuring the optical density at 600 nm, using a microplate reader (Shimadzu UV-2550 spectrophotometer; Sognsveien 70 A, 0855 Oslo, NO). The following bacteria were tested: Gr–: *Escherichia coli* Dh5alpha, *Escherichia coli* BL21, *Pseudomonas aeruginosa*, *Serratia marcescens*, *Serratia marcescens* isolated from the anterior midgut of bed bugs, and *Klebsiella pneumonia*; Gr+: *Bacillus subtilis*, *Staphylococcus aureus*, *Staphylococcus sciuri*, and *Staphylococcus epidermidis*. The selection of these strains was based on their clinical and environmental relevance, as well as their divergent susceptibility to antimicrobial agents, thereby providing a comprehensive assessment of the antimicrobial activity expressed by synthetic CL-prolixicin2. The positive control consisted of a bacterial culture (*E. coli* BL21) and of ampicillin (antibiotic in penicillin family) across a similar concentration range, and the negative control was MH broth alone. Each experimental condition was run in triplicate across three biological replicates to ensure the reliability and reproducibility of the results.

### Effect of CL-prolixicin2 on the viability of *T. cruzi* and on its flagellar movements

*Trypanosoma cruzi* strain Y (ATCC Chagas 50832™; obtained from Cedarlane, Burlington, ON, CA), previously isolated from a Chagas disease patient in Brazil, was cultured in LIT (liver infusion tryptose) medium at 25 °C. Parasites in the mid-logarithmic growth phase were adjusted to a density of 1 × 10^6^ parasites/mL for experimentation.

Synthetic CL-prolixicin2 was serially diluted (twofold dilution) to concentrations of 25 µM to 200 µM in 96-well microtiter plates (Nunc; Thermo Fischer Scientific) at 20 μL/well. Aliquots (180 μL) of the parasite culture (1 × 10^6^ parasites/mL) were added to each well and incubated at 25 °C. At days 1, 2 and 7 post incubation, live or dead flagellated parasites were counted in a Neubauer chamber, using an optic microscope (Carl Zeiss Inc., White Plains, NY, USA). Following treatment, the viability of *T. cruzi* was determined by counting live flagellated trypomastigotes and epimastigotes (developmental stages of *T. cruzi*) using a hemocytometer. Parasites were classed as ‘alive’ based on their motility. Live parasites were counted in nine samples treated with CL-prolixicin2 and in nine control samples. Results are reported as the number of live or dead parasites per mL of parasite culture.

The effect of CL-prolixicin2 (200 µM) on the motility of live flagellated trypomastigotes and epimastigotes was assessed seven days post incubation. Parasites were observed under a Zeiss microscope with phase contrast at 400× magnification, and their flagellar oscillations were recorded in slow motion using an AxioCam MRm camera connected to AxioVision software (Version 4.8.2, Carl Zeiss Inc.). Per-second oscillations (back-and-forth movements) of the flagellum (Fig. 5h) were counted and averaged over 10 s. Data were collected from 10 randomly selected parasites in each of the five replicates.

Data were analyzed by a t-test or one-way ANOVA with Tukey's multiple comparison test when appropriate to identify significant differences between control groups and CL-prolixicin2-treated groups of parasites. Prism version 9.4.1 software (GraphPad Software, San Diego, CA, USA) was used for statistical analyses and 2D graphing. The statistical significance level was 0.05.

### Supplementary Information

Supplementary Table S1.

Supplementary Table S2.

## Data Availability

The datasets generated and/or analysed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository under the accession number GSE256026.

How the deposited data were processed for this re-analysis (not part of the article)

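Reads were measured in the midgut and RoB of male bed bugs 12 h after they ingested sterile blood or blood laced with bacteria. There are 18 libraries, 9 per tissue and 3 per group. The authors made the deposited values from polyA-selected RNA sequenced in paired ends of 150 bp: they trimmed the reads with Trimmomatic, mapped them with STAR to a reference genome from ENSEMBL and counted reads within exons with Subread. The deposited values are raw counts per gene, with no normalization. The genome build, annotation release and strand setting are not given in the sources used here. The coordinates in the files equal those of Clec_2.1 for 13427 of 13427 LOC identifiers. The total count per library lay between 8889449 and 14445628. A count of 0 would allow 0.208 to 0.337 CPM, from 3 counts of the total, and such limits cover counting error only. Pairs of replicates differed far beyond the sampling noise, so no library was counted as a repeat of another.

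The samples were grouped by tissue and by the word in the library title. The titles and the recorded treatments name opposite bacteria for the 2 bacterial sets, and the paper's text does not decide between them. Each tissue was fitted on its own 9 libraries with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr (a minimum count of 10) and the quasi-likelihood test with Benjamini-Hochberg adjustment. The contrasts were each bacterial set against sterile blood, both sets together against sterile blood, and the set titled positive against the set titled negative. The difference between tissues and its interaction with bacteria were tested over all 18 libraries. Thresholds were those of the paper. Levels in TPM were computed from the counts and the gene lengths in the files. On simulated counts for the midgut comparison of the set titled negative with sterile blood, run on 9584 genes, the test recovered 142 of 200 changed genes and made 5 false calls. On the same comparison in the RoB, run on 11429 genes, it recovered 129 of 199 and made 8 false calls. The simulated changes went up or down at random, in genes above a set mean level, and the libraries were drawn independently. They covered far fewer genes than the 3114 called in the midgut and the 876 in the RoB, so these rates need not hold for the real calls.

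The alternatives, set before the data were examined, were DESeq2 1.42.0, limma-voom with limma 3.58.1, RLE, upper-quartile and no scaling factors, no filter on low counts, at least 10 counts in at least 3 libraries, fits of 6 or of all 18 libraries, the replicate number as a block, each library left out in turn, the adjusted p alone, and glmTreat. The removal of a trend with gene length was added after the data had been seen. A replicate number pairs samples where all 3 correlations of same-numbered deviations from the group means exceed 0.1. Between the 2 bacterial sets these were 0.28, 0.44 and 0.41 in the midgut and 0.74, 0.21 and 0.78 in the RoB. By this rule the numbers pair these sets. Libraries with different numbers were not compared, so the rule does not show that no other matching would do as well. Between sterile blood and either set at least 1 correlation was below 0.1, so those libraries share only a number.

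The genes named were fixed by rule: the 2 genes the paper studies, their direct neighbours, and in each comparison with sterile blood the 3 called genes with the largest change whose libraries did not overlap the controls. Fold changes shown in the paper's figures had been seen when the rule was written. The values of Fig. 3c were read by eye off its axis, and most of these readings were written down after the counts had been fitted. The files and the gene table pair no identifier with a product name, so at most 2 identifiers that rose and 2 that fell are printed from the last part of the rule, those named in most comparisons and then those with the largest change. For the same reason the qPCR reference gene RPL18, the defensin genes and the set test of a Toll and IMD gene list with camera and fry were not run. GC content was not analysed because no genome sequence was used. The qPCR, injection, female, MIC and T. cruzi experiments were not analysed here.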

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

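The removal of a gene length trend, the splits that keep replicate pairs whole and the tests of which calls and which named genes carry-over can explain were chosen only after the results had been seen.

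The paper reports from these libraries on the prolixicin genes. Besides them, 3113 other genes were differentially expressed in the midgut in the set titled negative against sterile blood, and 3021 in the set titled positive, out of 9702 tested. Libraries of the set and of sterile blood did not overlap for 5763 of the tested genes in the set titled negative and for 6013 in the set titled positive, where chance gives 10% of genes. Each count was reached by 1 of the 10 splits of its 6 libraries, the real one, and 10 splits cannot exclude chance. Over both sets together, 1 of 100 splits, the real one, gave as many calls as the 3505 found, and the largest other split gave 862. These splits take the libraries as independent, although by the rule used the replicate numbers pair the bacterial sets. Of the 10 choices of controls that keep these pairs whole, the real one alone gave as many and each other gave 0, and 10 splits cannot exclude chance. Several technical explanations were tested on that contrast. RoB tissue carried over in different amounts cannot raise a gene whose RoB level in both sets is no higher than its midgut level after sterile blood. Nor can it lower a gene whose RoB level after sterile blood is no higher than its midgut level in either set, at the share of at most 8.22% that RoB-restricted genes allow. Of the 3505 calls, 634 (18.1%) were of these kinds, 366 higher and 268 lower, which argues against carry-over of RoB tissue as a whole as the cause of every call. Of the 3505 calls, 1909 (54.5%) were of genes at least as high in the midgut as in the RoB, against 57.4% of tested genes. A RoB share of at most 8.22% can hardly give such a gene a log2 fold change over 1. It could do so only where the RoB level of a group lay far above the midgut level. This argues against carry-over of RoB tissue as a whole for the 1909 as a set. It stays open for the other calls, as does carry-over of a single organ. After every library was thinned to the smallest total, 91.9% of the calls were shared, which argues against a difference in library size. After removal of a length trend 92.3% were shared, which argues against that trend as the whole cause. The 10 most abundant genes took 20.0% to 21.8% of the reads after sterile blood and 13.9% to 16.1% in the bacterial sets, and upper-quartile factors shifted the median gene to -0.21. GC content was not tested, and a batch between the sterile-blood and bacterial libraries cannot be excluded, since the sources used here give none. Bacteria in the blood remain an open biological explanation. The effect of bacterial material itself, apart from an immune response, was not tested.

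In the RoB, 876 genes other than the prolixicin genes were differentially expressed in the set titled negative and 511 in the set titled positive, out of 11531 tested. Each count was reached by 1 of 10 splits, which cannot exclude chance. Over both sets together 1 of 100 splits, the real one, gave as many calls as the 766 found, the largest other split giving 364. Of the 10 choices of controls that keep the replicate pairs whole, the real one alone gave as many, the largest other giving 177, and chance cannot be excluded. By the same reasoning, with a share of midgut tissue of at most 2.94%, 290 of the 766 calls (37.9%), 166 higher and 124 lower, were ones that carry-over of midgut tissue cannot make, which argues against it as the cause of every call. Of the 766 calls, 435 (56.8%) were of genes at least as high in the RoB as in the midgut, against 52.5% of tested genes. A midgut share of at most 2.94% can hardly give such a gene a log2 fold change over 1. It could do so only where the midgut level of a group lay far above the RoB level. This argues against carry-over of midgut tissue for the 435 as a set. It stays open for the other calls. Thinning to the smallest total left 93.2% of the calls shared, and removal of the length trend 88.9%, which argues against either as the whole cause. The count in the set titled positive fell to 277 without sterile-blood replicate 3, to 330 without replicate 2 of that set and to 320 without its replicate 3. The count in the set titled negative fell to 568 without its replicate 2. The remaining explanations are those left open for the midgut.

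Several named genes responded differently in the 2 tissues by the test of the difference itself, RoB minus midgut, over all 18 libraries. Such a difference was common. Of 11650 genes tested, 3201 had an adjusted p under 0.05 in edgeR's quasi-likelihood test of it, and 1780 also passed the limit on the fold change. LOC106661793 rose in the midgut from 3 to 24 counts after sterile blood to 1916 to 10524 in the set titled negative and 418 to 2176 in the set titled positive, with no change called in the RoB (difference -7.91, adjusted p = 0.00151 from edgeR's quasi-likelihood test). LOC106672708 fell in the midgut from 17229 to 22690 counts to 7 to 233 in the set titled negative and 35 to 1111 in the set titled positive (difference 8.15, adjusted p = 0.00147). LOC106670195 fell there from 4251 to 6344 counts to 9 to 45 and to 21 to 716 (difference 5.67, adjusted p = 0.00217). These were picked as the largest changes in the midgut, which favours a difference between tissues. LOC106664301, the neighbour of the prolixicin genes, was chosen by position and differed by 1.88 (adjusted p = 1.13e-06): it fell by 1.65 in the midgut and changed by 0.14 in the RoB. At a share of RoB tissue of at most 8.22%, the smallest change between midgut libraries of these 4 genes was 29.4 to 1056 times the CPM that RoB tissue could supply and 63.0% to 95.7% of the higher level, more than that share could dilute. This argues against carry-over of RoB tissue as a whole as the cause of their midgut changes. Carry-over of a single organ was not tested. A tissue difference is the biological explanation the design gives, and it stays untested apart from these contrasts.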

How the results depend on the processing

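The fit with the length trend removed was chosen after seeing the data. The other alternatives were set before the data were examined. The set tests of an immune gene list with camera and fry were not run, because no product names were used.

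CL-prolixicin1 was called in the midgut in both bacterial sets and in both together under 10, 10 and 9 of the 11, 11 and 10 alternatives that left out no library, the exception in each case being limma-voom (1.69, 1.83 and 1.76). CL-prolixicin1 in the RoB was called in the set titled positive under 11 of 11 and in both sets together under 10 of 10. CL-prolixicin2 in the RoB in the set titled positive was called under 10 of 11 and not with only the 2 groups compared (3.85); its adjusted p over these alternatives ran from 0.000113 to 0.0784. CL-prolixicin2 in the RoB over both sets passed the threshold with DESeq2 (1.92) and with the replicate block (2.28), as did its difference between the bacterial sets with DESeq2 (3.74), where DESeq2 called 8 genes in all. edgeR called 0 genes there, with 353 at an unadjusted p under 0.05. The causes were not tested. Over the alternatives that left out no library, the RoB stayed above the midgut for both genes, by 4.38 to 5.50 for CL-prolixicin1 and 4.34 to 5.47 for CL-prolixicin2, and the difference between tissues in the response to bacteria passed in none.

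The sign of the small midgut difference in CL-prolixicin1 between the bacterial sets changed from -0.076 to 0.14 with limma-voom, to 0.10 with the replicate block and to 0.069 with the length trend removed; none of these passed the threshold, and the cause was not tested. Among the genes named outside the paper, LOC106661793 in the midgut was not called with limma-voom (9.07 in the set titled negative and 6.58 in the set titled positive), and LOC106672708 in the midgut in the set titled negative was not called with DESeq2, which gave it no adjusted p (-8.18).

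With the adjusted p alone, the counts in the midgut rose to 5565 (titled negative), 5456 (titled positive), 6314 (both) and 550 (between the sets), with 4620 called in both sets. In the RoB they rose to 2135, 1179 and 2333, with 1106 called in both sets. With glmTreat they were 1338, 1170, 1566 and 20 with 905 in both, and 120, 53 and 124 with 52 in both. These differ by construction, since the first drops the limit on the fold change and the second tests against it. Every other count that left out no library stayed within 1.5 times, apart from the 8 above. The direction of most midgut calls over both sets, lower in the main fit (1470 higher, 2035 lower), turned with limma-voom (1377 higher, 1304 lower), with glmTreat (836 and 730), with the adjusted p alone (3189 and 3125) and without sterile-blood replicate 2 (1388 and 1376). The share of calls that were higher moved with the scaling. Upper-quartile factors took it in the midgut from 49.1% to 36.2% (titled negative), from 46.6% to 34.2% (titled positive) and from 41.9% to 30.7% (both), with the median gene at -0.20, -0.23 and -0.21. In the RoB they took the share from 63.0% to 75.9% in the set titled negative. Library totals alone took the RoB share from 63.0% to 87.6%, from 72.7% to 89.3% and from 63.6% to 84.9%, with the median gene at 0.19, 0.19 and 0.18.

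The replicate number as a block was tried in the same fit. Correlations of same-numbered deviations between sterile blood and the bacterial sets ran from -0.42 to 0.60, so these libraries share only a number. With the replicate block CL-prolixicin1 in the RoB in the set titled negative passed the threshold (1.61, adjusted p = 0.00689, against 0.214 without it, up to 0.228 over the alternatives that kept every library and up to 0.439 with each library left out). For the comparison of the bacterial sets, which the numbers pair by rule, the block gave 145 calls in the midgut and 0 in the RoB. Of the 145, 139 were among the 156 found without it. Its blocks also held the sterile-blood libraries, which share only a number. The bacterial sets were not fitted as pairs on their own. Apart from these 2 RoB results, CL-prolixicin1 in the set titled negative and CL-prolixicin2 over both sets (2.28), the block changed no prolixicin call.

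With each library left out in turn, the midgut calls of CL-prolixicin1 held, with values from 1.28 (without replicate 1 of that set) to 2.35 in the set titled negative, from 1.8 to 1.98 in the set titled positive and from 1.59 to 2.15 over both. In the RoB CL-prolixicin1 in the set titled negative ran from 0.98 to 2.17 (without sterile-blood replicate 3) and was called in none of these fits. There its value in the set titled positive ran from 3.39 to 4.69, with the call lost without sterile-blood replicates 1 and 2 and without replicate 3 of the set, and over both sets from 2.25 to 3.43, with the call kept in 4 of 9 fits. CL-prolixicin2 in the set titled positive ran from 3.26 to 4.67, with the call kept in 1 of 9. In the set titled negative CL-prolixicin2 ran from -0.70 to 1.30 in the midgut and from -0.48 to 0.94 in the RoB. Over both sets in the midgut CL-prolixicin2 ran from 0.17 (without replicate 1 of the set titled negative) to 1.19. The difference between tissues in the response ran from 0.49 to 1.65 for CL-prolixicin1 and from 0.65 to 2.04 for CL-prolixicin2, with the lowest values without RoB sterile-blood replicate 2 and the highest without RoB sterile-blood replicate 3; for CL-prolixicin2 it was 1.87 without midgut replicate 1 of the set titled negative. Between the bacterial sets in the midgut, CL-prolixicin1 ran from -0.41 to 0.61 and CL-prolixicin2 from -0.22 to 1.72. The count between the sets ran from 93 (without replicate 2 of the set titled negative) to 157 in the midgut and from 0 to 1 in the RoB. In the RoB the count ran from 568 (without replicate 2 of that set) to 980 in the set titled negative and from 277 to 526 in the set titled positive, where leaving out sterile-blood replicate 3 (277) or replicates 2 (330) or 3 (320) of the set moved it by over 1.5 times. The genes called in both sets there ran from 257 to 434, against 454, the lowest being without sterile-blood replicate 3, 285 without replicate 2 of the set titled positive and 300 without its replicate 3. Each such fit has fewer libraries.

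The midgut values of CL-prolixicin2 rest on 89 reads over 9 libraries, and whether depth or the spread between replicates limits them was not tested.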

Differences from the paper's values

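The paper's Fig. 3c gives log2 fold changes by bacterium, while the titles and the recorded treatments of the libraries name opposite bacteria, so each value was set beside the figure under both. With the bacterium taken from the titles, the log2 fold changes of the prolixicin genes that were compared lie within the replicate spread of the figure. With the bacterium taken from the recorded treatment, 4 RoB values differ. For CL-prolixicin1 the paper's value after E. coli is about 1.4 in Fig. 3c, read by eye, against 3.97, and after B. subtilis about 3.9 in Fig. 3c, read by eye, against 1.43. For CL-prolixicin2 the paper's value after E. coli is about 0.05 in Fig. 3c, read by eye, against 3.81, and after B. subtilis about 3.8 in Fig. 3c, read by eye, against 0.049. Under this reading, these differ under every alternative that was set before the data were examined (DESeq2, limma-voom, RLE scaling, upper-quartile scaling, library totals alone, no filter, at least 10 counts in 3 libraries, only the 2 groups compared, all 18 libraries in one fit, the replicate block and each library left out), and also with the length trend removed, which was chosen after seeing the values.

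The paper states that CL-prolixicin2 mRNA was expressed only in the RoB after ingestion of B. subtilis, and Fig. 3c gives no value for it in the midgut. Its reads were counted in all 18 libraries: 28 to 261 per RoB library after sterile blood, 182 to 232 in the RoB set titled negative and 1 to 27 per midgut library. The RoB set titled positive, at 555 to 3894, was the only one called against sterile blood by edgeR's quasi-likelihood test. By qPCR the paper reports CL-prolixicin2 lower in the male midgut in almost all treatments. Here the midgut log2 fold changes were 0.76 in the set titled negative and 1.00 in the set titled positive. Neither passed the threshold.

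Fig. 3c marks its RoB values after B. subtilis as significant and the value of CL-prolixicin1 in the RoB after E. coli as not significant. By the titles the calls here are the same. The setting that calls CL-prolixicin1 in the RoB set titled negative is the replicate block (1.61). The paper's text and the caption of Fig. 3 write the gene of CL-prolixicin2 as LOC122127760, and the files and the drawn panels of Fig. 3c and 3d hold LOC112127760. Fig. 3d draws 3 exons for each CL-prolixicin1 transcript and 2 for CL-prolixicin2; with all transcripts of a gene merged, the files hold 4 and 3.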

Other observations

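The test on reads shared between the 2 prolixicin genes and the simulations of paired bacterial sets were chosen only after the results had been seen. The other tests were written down before their results, but most readings of Fig. 3c were written down after the counts had been fitted.

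Hypothesis: the titles name the bacterium as the paper's Fig. 3c does, and the recorded treatment is exchanged between the sets. In the RoB, the log2 fold changes of the prolixicin genes lie a mean 0.025 from the figure by the titles and 3.14 by the recorded treatment, a difference of 3.11 where the mean standard error is 0.83. This is consistent with the figure having been drawn by the titles. In the midgut the difference was 0.037, within the mean standard error of 0.48, because both sets changed alike there, so the 2 readings cannot be told apart. The figure and the titles come from the same study, so the values do not show which bacterium the insects ingested. The paper's qPCR of males after ingestion, another measure, does not settle it either. In the RoB it reports CL-prolixicin1 higher after B. subtilis and unchanged after E. coli, which goes with the titles. It reports CL-prolixicin2 there as far higher after E. coli than after B. subtilis, which goes with the recorded treatment.

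Hypothesis: reads of CL-prolixicin1 in the midgut after bacteria, and of CL-prolixicin2 in the midgut, come from RoB tissue left on the midgut. From 50 genes with at least 100 CPM in the RoB and the lowest midgut to RoB ratios, the share of RoB tissue was at most 0.547% to 8.22% per midgut library. CL-prolixicin1 lay at a median 1.19 times the level this allows over the 6 bacterial libraries, from 1.41 to 7.50 times in the set titled negative and from 0.348 to 0.977 times in the set titled positive. After sterile blood it lay at 8.74, 4.18 and 0.659 times. CL-prolixicin2 lay at a median 1.14 times that level over the 9 libraries, from 0.697 to 9.98 times after sterile blood, from 1.14 to 12.6 times in the set titled negative and from 0.158 to 0.791 times in the set titled positive. The highest of these ratios come from single libraries with 5, 7 and 27 reads. In the set titled positive every ratio of both genes lay below 1, so carry-over could supply all of these reads. In the set titled negative every ratio lay above 1, more than the limit allows. The limit rests on the mean RoB level of a set, and for CL-prolixicin1 the RoB libraries titled negative ran from 157 to 466 CPM. The lowest ratios there are thus too near 1 to tell carry-over apart from expression in the midgut. After sterile blood the ratios lie on both sides of 1. An organ of the RoB that stays on the midgut more than others was not tested.

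Hypothesis: the reads on CL-prolixicin2 in the RoB are reads of CL-prolixicin1. Its share of the reads on both genes then stays the same in every RoB library. The share ran from 2.30% to 9.71% over the 9 libraries (chi-square 715 on 8 degrees of freedom), beyond counting error, which argues against a fixed share of misplaced reads as the whole source. The files do not hold the sequences, so the identity of the 2 transcripts was not compared.

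The 2 bacterial sets were called against the same sterile-blood libraries. In the midgut 2371 genes were called in both, 2368 of them in the same direction, and the log2 fold changes correlated across the 9702 genes at 0.92. The sets share their controls, and by the rule used their replicate numbers pair them. In 100 simulations of unchanged groups, same-numbered libraries of the sets were therefore given the correlation of the most correlated pair (0.44). The correlation of the log2 fold changes then ran from 0.69 to 0.74, and at most 1 gene was called in both. In the RoB 454 genes were called in both, all 454 in the same direction, with a correlation across 11531 genes of 0.8995. The simulations there, with the highest pair correlation (0.78, where the mean of the 3 pairs was 0.57), gave 0.8680 to 0.8988, so the observed value lies just above all 100. In them at most 1 gene was called in both. Shared controls and pairing alone thus gave neither the midgut correlation nor the shared calls of either tissue in any simulation, and the RoB correlation is too near their range to add to this. The simulations treat genes as independent, which real genes are not. A response common to both sets and a batch difference of the sterile-blood libraries would both give shared calls, and these values do not tell them apart.

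Between the bacterial sets themselves, 156 genes differed in the midgut, 103 higher and 53 lower in the set titled positive. The count fell to 93 without replicate 2 of the set titled negative. The real split was 1 of 10 with as many calls, and was the only one of the 4 splits that part all 3 replicate numbers to give as many. The other splits gave 0, whether they part all the numbers or not; 10 splits cannot exclude chance. In the RoB edgeR's quasi-likelihood test called 0 genes, with 353 at an unadjusted p under 0.05, and DESeq2 called 8. All 10 splits gave as many, so this count says nothing on chance.

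LOC106664538 had 0 counts in every sterile-blood library of the RoB, 16 to 32 in the set titled negative and 9 to 21 in the set titled positive. Its adjusted p was 0.00494 and 0.0108 from edgeR's quasi-likelihood test. No product name is paired with it in the sources used here.

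The first sterile-blood library of the midgut lay apart from the other 2. On the first principal component, which held 63.7% of the variance, it lay at -34.0 against -107 and -113, with the bacterial libraries between 23.0 and 72.7. Without it, 4201 genes were called in the set titled negative in place of 3114, and 3977 in the set titled positive in place of 3022. No cause was tested.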
